# NUCLEAR FACTOR Y, Subunit C (NF-YC) Transcription Factors Are Positive Regulators of Photomorphogenesis in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1006333

**Published:** 2016-09-29

**Authors:** Zachary A. Myers, Roderick W. Kumimoto, Chamindika L. Siriwardana, Krystal K. Gayler, Jan R. Risinger, Daniela Pezzetta, Ben F. Holt III

## Abstract

Recent reports suggest that NF-Y transcription factors are positive regulators of skotomorphogenesis in *Arabidopsis thaliana*. Three *NF-YC* genes (*NF-YC3*, *NF-YC4*, and *NF-YC9*) are known to have overlapping functions in photoperiod dependent flowering and previous studies demonstrated that they interact with basic leucine zipper (bZIP) transcription factors. This included ELONGATED HYPOCOTYL 5 (HY5), which has well-demonstrated roles in photomorphogenesis. Similar to *hy5* mutants, we report that *nf-yc3 nf-yc4 nf-yc9* triple mutants failed to inhibit hypocotyl elongation in all tested light wavelengths. Surprisingly, *nf-yc3 nf-yc4 nf-yc9 hy5* mutants had synergistic defects in light perception, suggesting that NF-Ys represent a parallel light signaling pathway. As with other photomorphogenic transcription factors, *nf-yc3 nf-yc4 nf-yc9* triple mutants also partially suppressed the short hypocotyl and dwarf rosette phenotypes of CONSTITUTIVE PHOTOMORPHOGENIC 1 (*cop1*) mutants. Thus, our data strongly suggest that NF-Y transcription factors have important roles as positive regulators of photomorphogenesis, and in conjunction with other recent reports, implies that the NF-Y are multifaceted regulators of early seedling development.

## Author Summary

Light perception is critically important for the fitness of plants in both natural and agricultural settings. Plants not only use light for photosynthesis, but also as a cue for proper development. As a seedling emerges from soil it must determine the light environment and adopt an appropriate growth habit. When blue and red wavelengths are the dominant sources of light, plants will undergo photomorphogenesis. Photomorphogenesis describes a number of developmental responses initiated by light in a seedling, and includes shortened stems and establishing the ability to photosynthesize. The genes regulating photomorphogenesis have been studied extensively, but a complete picture remains elusive. Here we describe the finding that NUCLEAR FACTOR-Y (NF-Y) genes are positive regulators of photomorphogenesis—i.e., in plants where NF-Y genes are mutated, they display some characteristics of dark grown plants, even though they are in the light. Our data suggests that the roles of NF-Y genes in light perception do not fit in easily with those of other described pathways. Thus, studying these genes promises to help develop a more complete picture of how light drives plant development.

## Introduction

Plants utilize multiple properties of light, such as intensity, quality, and direction, to guide growth and development [1]. The effects of light on plant development are exemplified by the transition of seedlings from dark growth (where they exhibit skotomorphogenesis) to light growth (photomorphogenesis). This transition is crucial for plant viability and is characterized by the inhibition of hypocotyl elongation, the expansion of cotyledons, and the accumulation of photosynthetic pigments. In *Arabidopsis thaliana*, several different classes of photoreceptors mediate light perception, including the phytochromes, which perceive red and far red light, cryptochromes, phototropins, and LOV (Light, Oxygen, or Voltage) domain proteins, which are blue light receptors, and UV RESISTANCE LOCUS 8, the most-studied morphogenic photoreceptor for UV-B light [2–6]. Of these receptors, the photomorphogenic transition is primarily controlled through the actions of the phytochromes and the cryptochromes [7]. Through their combined actions, signaling cascades are initiated that significantly modify the expression of at least two thousand genes in *Arabidopsis* [8].

While sustained photomorphogenic growth requires the actions of multiple phytochromes and cryptochromes, the initial signaling cascade is established primarily through phyA, which accumulates to high levels in darkness [9]. Upon activation by far red light, phyA is imported into the nucleus through interactions with FAR RED ELONGATED HYPOCOTYL 1 (FHY1) and FHY1-LIKE (FHL) [10]. The physical interaction of phyA with FHY1/FHL is also necessary for phyA to bind further downstream transcription factors that regulate light signaling [11, 12]. The function of phyA, as well as the photomorphogenic downstream transcription factors, is modulated at multiple levels, including through phyA-mediated protein phosphorylation and targeted, proteasome-mediated degradation. The ubiquitination and targeting of many photomorphogenic proteins for proteasome degradation is regulated through the actions of CONSTITUTIVE PHOTOMORPHOGENESIS 1 (COP1). In the light and in response to the initiation of phytochrome-mediated signal transduction, COP1 protein is excluded from the nucleus, allowing the accumulation of photomorphogenesis-promoting transcription factors [13–15].

One of the most significant targets of COP1 is HY5, a relatively small bZIP transcription factor that regulates photomorphogenesis by activating a large number of further downstream transcription factors [16–18]. HY5 has also been identified as an integrator of pathways not directly related to light signaling, including hormone signaling (abscisic acid (ABA) and brassinosteroids), apoptosis, and temperature acclimation [19–22]. Unlike many other genes involved in the light signaling cascade, the phenotypes of *hy5* mutants are not wavelength-specific [18, 23]. Other COP1 targets, including the bHLH transcription factor LONG HYPOCOTYL IN FAR-RED 1 (HFR1) and the MYB transcription factor LONG AFTER FAR-RED LIGHT 1 (LAF1), function in a wavelength-dependent manner; while both *hfr1* and *laf1* mutants have reduced responses to far red light, only *hfr1* has a visible phenotype in blue light, and neither mutant exhibits phenotypes in red or white light [24–28]. Further elucidation of the light-signaling cascade has revealed a handful of other transcription factors whose function is necessary for normal photomorphogenic growth and are also regulated by COP1, including the B-box (BBX) containing proteins SALT TOLERANCE HOMOLOG 2 (STH2/BBX21) and LIGHT REGULATED ZINC FINGER1/STH3/BBX22, the bHLH proteins PHYTOCHROME RAPIDLY REGULATED 1 (PAR1) and PAR2, and the *Mutator* transposase-like FAR-RED ELONGATED HYPOCOTYL 3 (FHY3) and FAR-RED IMPAIRED RESPONSE 1 (FAR1) [29–32]. Thus, light perception, and the associated photomorphogenic signaling cascades, converges at a small suite of transcription factors just downstream of a COP1-mediated hub. From these terminal transcription factors it appears that the signal cascade immediately fans out to thousands of light-regulated genes [33, 34].

While significant progress has been made identifying and characterizing transcription factors functioning at this COP1-mediated hub, there are likely to be undiscovered pieces in this puzzle. No combination of downstream transcription factor mutants that can phenocopy the *phyA* mutant has been identified—e.g., when grown in far red light, the hypocotyls of *hy5 hfr1 laf1* triple mutants are ~60% as long as the *phyA* mutant [35]. While this triple mutant has significantly longer hypocotyls than any of the single mutants or double mutant combinations, residual far red light perception is clearly still present. This is in contrast to *fhy1 fhl* double mutants which appear phenotypically identical to both *phyA* mutants and dark grown plants for hypocotyl elongation [10, 36, 37]. One explanation is that the downstream transcription factor components are already known, but the right combination of mutations has yet to be assembled in a single genotype. For example, as with *hy5 hfr1 laf1* plants, *hy5 sth2 sth3* mutants are also additively defective in light perception [30], but no *hy5 hfr1 laf1 sth2 sth3* higher order mutant has been reported. Alternatively, additional transcription factor components may remain unknown. Following two recent publications [38, 39], we report here additional strong evidence for the involvement of NUCLEAR FACTOR Y (NF-Y) transcription factors in light perception.

NF-Y transcription factors consist of three unique proteins, called NF-YA, NF-YB, and NF-YC, and each is encoded by a small family of ~10 genes in Arabidopsis (this expansion is mirrored in other sequenced plant species, including monocots and dicots; [40, 41]). None of the NF-Y subunits is thought to regulate transcription independently; instead, the mature NF-Y transcription factor is composed of one of each subunit type and all three subunits contribute to DNA binding. NF-YB and NF-YC initially form a dimer in the cytoplasm that translocates to the nucleus where a trimer is formed with NF-YA [42–46]. Thus, regulation of any one NF-Y subunit can alter the function of the entire complex. Following nuclear assembly of the mature complex, NF-Ys bind DNA at *CCAAT*-containing *cis* regulatory elements and are typically positive regulators of gene expression [47]. Although the generalized characterization of NF-Ys (largely from animal and yeast systems) describes them as binding DNA in the proximal regions of promoters, recent data suggests that they also bind more distal regions of promoters to regulate gene expression [48, 49]. In the animal lineage, each NF-Y is usually encoded by only one or two genes and the functional consequences of expanded *NF-Y* gene families in the plant lineage remains only modestly explored. Nevertheless, much progress has been made in recent years describing the roles of individual NF-Y subunits in the control of specific processes, especially the control of photoperiod-dependent flowering through interactions with CONSTANS (CO) [50–52], various functions in the development of nitrogen-fixing root nodules in legume species [53–55], and abscisic acid signaling during germination and early seedling establishment, often mediated by interactions with bZIP transcription factors [38, 39, 56–58].

Relevant to NF-Y roles in photomorphogenesis and light perception, little is currently known. However, NF-YA5 and NF-YB9 were previously implicated in regulating blue light-dependent transcript accumulation for LIGHT-HARVESTING CHLOROPHYL A/B BINDING PROTEIN [59] and NF-Y complexes were also shown to bind and regulate the expression of the spinach photosynthetic gene AtpC [60]. Further, the promoters of a number of light signaling components were bound by LEC1/NF-YB9 (LEAFY COTYLEDON 1 [61, 62]) in chromatin immunoprecipitation experiments, including light harvesting and chlorophyll binding proteins (e.g., LHCA1 and LHCB5) and transcriptional regulators of light perception (e.g., HY5, HY5 HOMOLOG (HYH), and HFR1) [38]. Finally, alterations in hypocotyl elongation resulting from both *NF-YB* loss of function and inducible overexpression have been observed [38, 63], including the recent report that LEC1/NF-YB9 regulates skotomorphogenesis through physical interaction with PHYTOCHROME-INTERACTING FACTOR 4 [39].

Previous work in our lab identified physical interactions between NF-YC and HY5, as well as other bZIP proteins [57]. Here we extend these initial observations to show that these same NF-YC proteins (NF-YC3, 4, and 9) are broad spectrum regulators of light perception. Interestingly, in the same way that HY5, HFR1, and LAF1 can physically interact, but still appear to signal through independent pathways, *hy5 nf-yc* mutants also show additive—even synergistic—light perception defects. This manuscript characterizes several photomorphogenesis-related phenotypes of *nf-yc* mutants and proposes that NF-Y complexes constitute a novel component of the light signaling cascade, functioning at least partially independent of HY5, HFR1, and LAF1. We further demonstrate that *nf-yc* mutants can partially suppress several *cop1* mutant phenotypes and that proteasome regulation of NF-Y complexes during light perception is mitigated through NF-YA subunits. Similar to the multiple regulatory roles of HY5 in light perception and abscisic acid (ABA) signaling, our cumulative research on these three NF-Y proteins demonstrates that they have essential roles in photoperiod-dependent flowering, ABA perception, and light perception.

## Results

### Inhibition of hypocotyl elongation in short day, white light, and several individual light wavelengths, requires NF-YC

We initially observed slightly elongated hypocotyls in plate grown *nf-yc3-1 nf-yc4-1 nf-yc9-1* triple mutants (hereafter *nf-yc triple*, [51]). These visual differences primarily appeared in plants grown for shorter day lengths. To quantify these observed differences, we compared *nf-yc triple* mutants to their parental Columbia (Col-0) ecotype under continuous white light (cWL), short day (SD, 8hrs light/16hrs dark), and continuous dark (cD) conditions (Fig 1A–1D). While cWL and cD grown *nf-yc triple* mutants were not significantly different from Col-0, SD grown seedlings had moderately elongated hypocotyls (~50–60% longer, Fig 1B and 1C). To de-convolute the contributions of individual *NF-YC* genes, we additionally examined hypocotyl elongation for the six possible single and double mutants from the three mutant alleles. Modest differences were observed for only the *nf-yc3 nf-yc9* double mutant (Fig 1B), although we note that this mutant phenotype was inconsistent in additional experiments. Overall, the data suggested that *NF-YC3*, *NF-YC4*, *and NF-YC9* were collectively necessary for the suppression of hypocotyl elongation. Supporting the genetic data showing overlapping functions, all three genes were strongly expressed in the hypocotyl with peak expression in the vascular column (S1 Fig).

**Fig 1:**
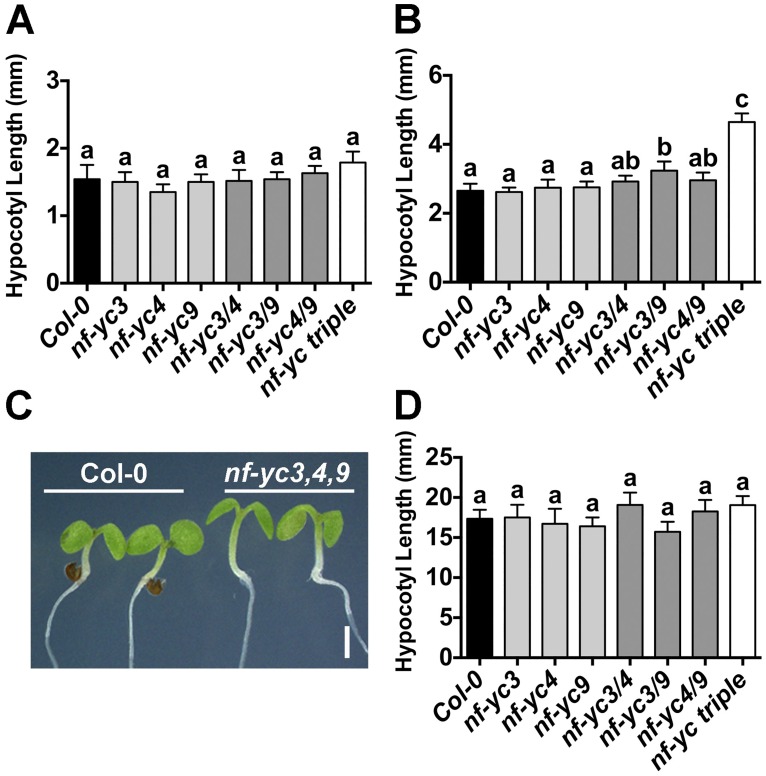
*NF-YC3*, *4*, and *9* contribute redundantly to suppression of hypocotyl elongation in white light. Hypocotyl lengths are shown for plants grown for five days on B5 media in **A)** cWL, **B-C)** SD, or **D)** cD conditions. No differences were detected at earlier time points in cD-grown plants. Statistically significant differences (or lack thereof) are represented by lettering above bars (error bars represent 95% confidence intervals). Statistical differences were determined by ANOVA (P<0.01) and subsequent multiple comparisons by either Tukey’s (cWL) or Dunnett’s (SD, cD) procedures. Scale bar in C) represents 2mm.

To determine whether the hypocotyl elongation defects were wavelength specific, we additionally examined the same suite of mutants grown in continuous blue (cB), far red (cFR), and red (cR) light conditions (Fig 2A–2C). In cFR conditions, no significant differences were observed. However, in cR and cB light the *nf-yc triple* mutants were ~50% longer than Col-0. Additionally, significant hypocotyl elongation defects were observed in some single and double mutants (ranging from ~18–29% longer that Col-0). As with the SD white light measurements, differences in the single and double mutants in cB and cR light were less robust between repeated experiments than for the *nf-yc triple* mutants. Interestingly, longer hypocotyls were always associated with the presence of the *nf-yc9* mutant allele—somewhat unexpected as the *nf-yc3-1* and *nf-yc4-1* alleles are strong knockdowns while the *nf-yc9-1* allele retains ~20–25% normal expression levels (S2 Fig and [51]). Collectively, these data demonstrate that NF-YCs are broad spectrum regulators of light perception.

**Fig 2:**
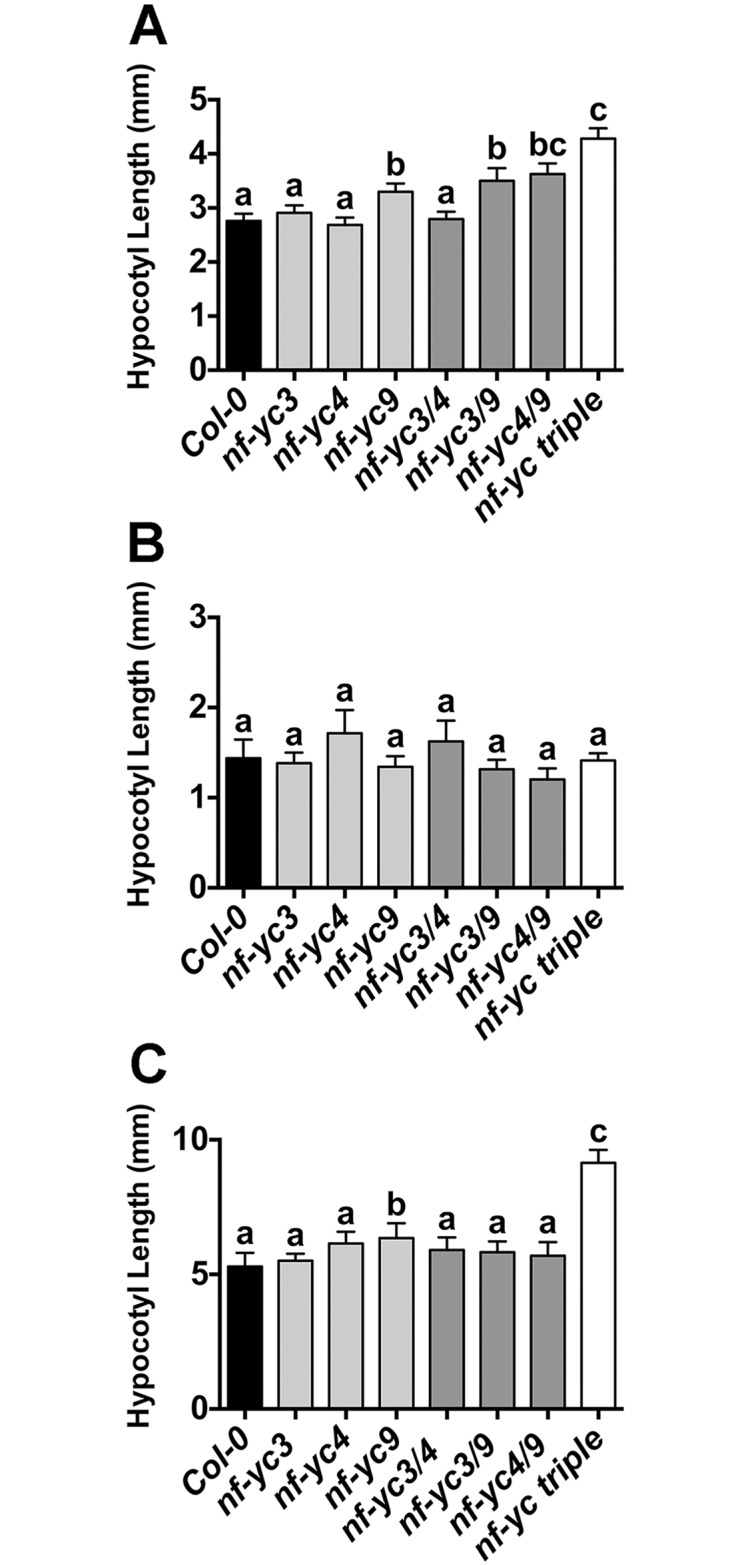
NF-YC3, 4, and 9 are necessary for suppression of hypocotyl elongation in both cB and cR light. Hypocotyl lengths are shown for five day old plants grown on B5 media in **A)** cB (38μmol m^-2^ s^-1^), **B)** cFR (5μmol m^-2^ s^-1^), and **C)** cR (6μmol m^-2^ s^-1^). Statistically significant differences between groups (or lack thereof) are represented by lettering above bars (error bars represent 95% confidence intervals). Statistical differences were determined by standard ANOVA (p<0.01) when variances were not significantly different (cFR and cR) and Kruskal-Wallis ANOVA (non-parametric test, p<0.05) when variances were unequal (cB). Subsequent multiple comparisons were performed by either Tukey’s (cFR, cR) or Dunn’s (cB) procedures, respectively.

### FLIM-FRET analysis confirms the HY5 by NF-YC9 physical interaction

NF-Y complexes are known to associate with bZIP transcription factors in both plants and animals [46, 64–66]. Relevant to light perception, we previously reported a modest yeast two-hybrid (Y2H) interaction between NF-YC4 and NF-YC9 with HY5 and a non-interaction with NF-YC3, although we assumed the inability to detect an NF-YC3 interaction was likely due to its autoactivation problems in the Y2H system [57]. To further confirm this Y2H data, we performed transient interaction assays in *Nicotiana benthamiana* (Fig 3A–3C). We utilized fluorescence lifetime imaging (FLIM) and fluorescence recovery after photobleaching (FRAP) to detect fluorescence resonance energy transfer (FRET) between epitope-tagged NF-YC and HY5 proteins. In these experiments, HY5 or NF-YB2 (positive control for interaction with NF-YC) were translationally fused to enhanced yellow fluorescent protein (YFP, [67]) and assayed for FRET against NF-YC3, 4, and 9 fused to modified cerulean 3 (mCer3, [68]). By comparing fluorescence lifetimes of the donor (mCer3), pre- and post-photobleaching of the acceptor (YFP), we could infer whether or not chosen protein pairs were closely physically associated. Direct physical interaction between proteins was indicated by a significant increase in the lifetime of mCer3 upon YFP photobleaching [69]. Fluorescence recovery of both mCer3 and YFP was monitored during acceptor photobleaching, and was used as an internal control for balancing the destruction of YFP signal and the preservation of mCer3 signal during experimentation (Fig 3B). After identifying a proper photobleaching regimen, in pairs of known interacting proteins we observed that mCer3 signal would increase over the course of the initial photobleaching event, but not over subsequent treatments (Fig 3B). This was consistent with what is expected when observing FRET, as a significant majority of the acceptor (YFP) is destroyed in the initial photobleaching event, and further photobleaching events have a reduced effect on the already diminished pool of YFP.

**Fig 3:**
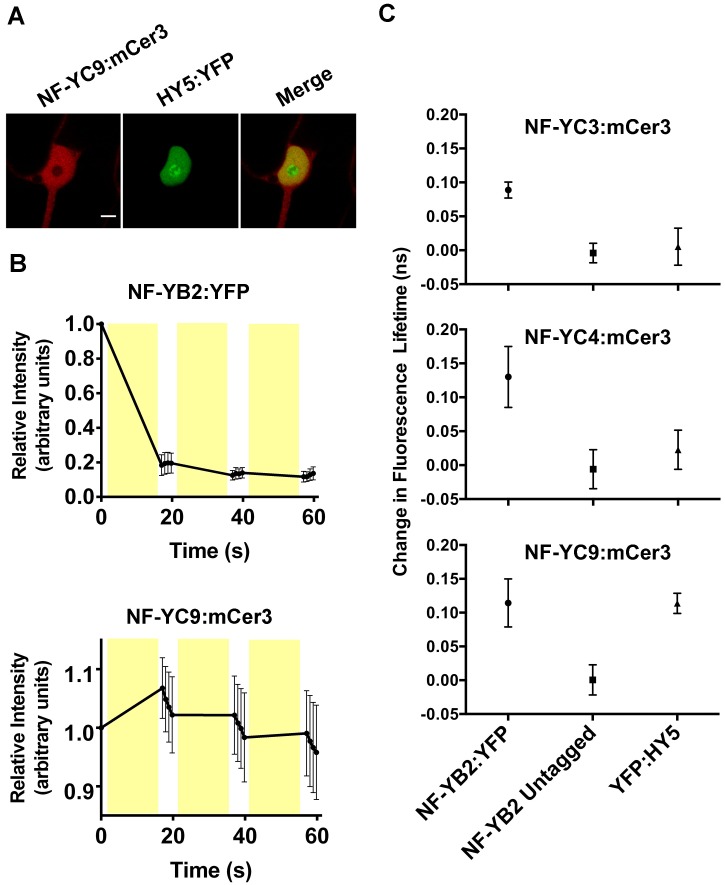
FRET-FLIM analysis shows a strong NF-YC9 by HY5 physical interaction. FRET experiments were conducted in tobacco leaves through transient 35S-driven overexpression of NF-YCs tagged with mCer3 and HY5 or NF-YB2 tagged with YFP. **A)** Nuclei expressing both mCer3 and YFP constructs were assayed for FRET through both FRAP and FLIM. **B)** A FRAP curve representative of a positive FRET result between two known interacting proteins, NF-YB2 and NF-YC9. Fluorescence intensity was calculated relative to the pre-photobleached intensity of each fluorescent protein. Yellow bars represent the timing of photobleaching events. **C)** FLIM was employed to detect FRET through lifetime measurements before and after acceptor photobleaching (FRAP) within the same nucleus. Each point is an independent combination of mCer3- and YFP-tagged proteins, and represents the shift in fluorescent lifetime elicited by acceptor photobleaching. Scale bar in A) represents 5μm. Error bars in B-C) represent 95% confidence intervals with an n ≥ 3.

As a positive interaction control, we initially tested NF-YB2:YFP by NF-YC3, 4, and 9:mCer3 and were able to consistently detect significantly increased mCer3 fluorescence lifetimes after YFP photobleaching (Fig 3C). This is consistent with previous publications showing strong Y2H and *in vivo* NF-YB by NF-YC interactions [51, 52, 70–72]. As a negative control for each interaction test, we demonstrated that when NF-YB2 lacked the YFP fusion, mCer3 lifetimes were not altered after a photobleaching treatment (Fig 3C). Substituting HY5:YFP for NF-YB2:YFP demonstrated that NF-YC9 could consistently physically interact with HY5; however, no FLIM-FRET interaction was detected between NF-YC3 or NF-YC4 and HY5. Thus, it remains possible that HY5 only interacts with a subset of the light perception-regulating NF-YC proteins described here (see Discussion).

### NF-YC and HY5 genetically interact to suppress hypocotyl elongation in white light

With the knowledge that at least some NF-YCs can physically interact with HY5, we generated *nf-yc triple hy5* mutants and examined them for hypocotyl elongation phenotypes in both SD and cWL (Fig 4A–4C). Surprisingly, in SD conditions the *nf-yc triple hy5* mutants were considerably longer than either parental mutant line, suggesting that the previously observed NF-YC roles in hypocotyl elongation were at least partially independent of HY5. Even more striking was the strongly synergistic increase in hypocotyl elongation in cWL in the *nf-yc triple hy5* mutants over both mutant parents (Fig 4C). Compared to parental Col-0, dark grown plants showed no differences in hypocotyl elongation for any of the mutant genotypes (Fig 4D). Rescue assays confirmed that each gene (*NF-YC3*, *4*, *9* and *HY5*) was capable of significantly suppressing the *nf-yc triple hy5* elongated hypocotyl phenotype (S3 Fig). Collectively, these data demonstrated that the presence of *HY5* masked the effects of the *nf-yc triple* mutant on hypocotyl elongation, especially in cWL conditions. These results are not trivially explained by cross regulation between NF-YC and HY5 as their transcription levels are only altered in their own mutant backgrounds (S2 Fig). Finally, because some commercial white light sources contain contaminating UV radiation, we additionally examined hypocotyl lengths of cWL-grown plants grown under Mylar to filter out UV light. In accordance with previous work, *hy5* mutants were longer in the absence of UV [73]; however, no difference was detected in the *nf-yc triple* mutant, and while not statistically significantly different, a minor difference observed in *nf-yc triple hy5* mutants can be completely accounted for by the loss of *HY5* (S4 Fig).

**Fig 4:**
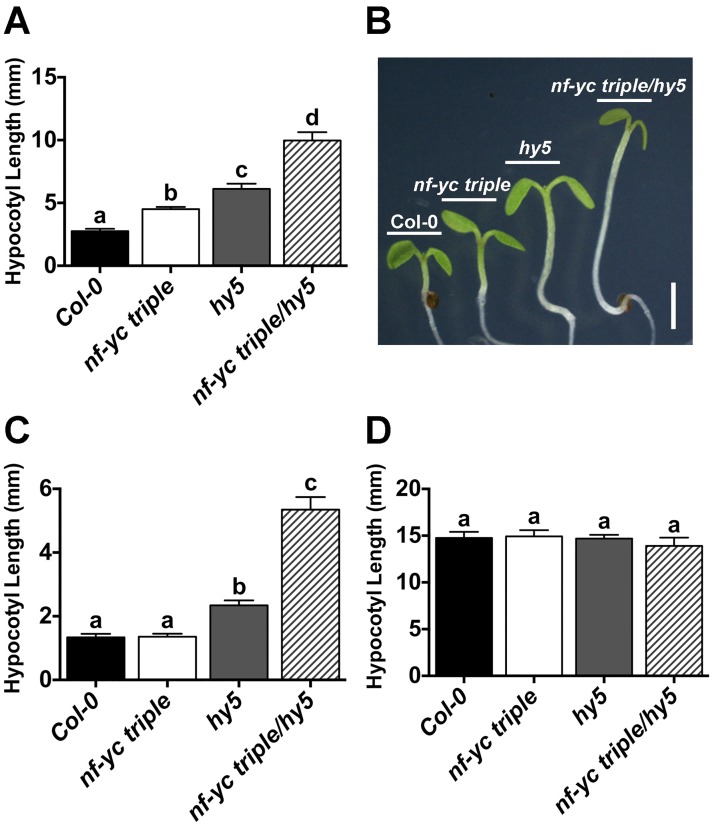
Light perception is synergistically defective in *nf-yc triple hy5* mutants. Hypocotyl lengths are shown for five day old plants grown on B5 media in **A-B)** SD, **C)** cWL, and **D)** cD. Statistically significant differences were determined and described in Fig 2. Scale bar in B) represents 2mm.

### NF-YC3, 4, and 9 and HY5 have both shared and independent regulatory targets

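Whole seedlings of Col-0, the *nf-yc triple* mutant (defective in *NF-YC3*, *NF-YC4* and *NF-YC9*), *hy5* (lacking the bZIP transcription factor HY5) and *nf-yc triple hy5* were sampled after 7 days in continuous white light, with 2 poly-A RNA libraries per genotype. The authors mapped the reads to the TAIR10 representative gene models with the Burrows-Wheeler Aligner and compared pairs of genotypes with edgeR. Their deposited tables cover 5 comparisons: each mutant against Col-0, and *nf-yc triple hy5* against each of its parental lines. For every gene at an adjusted p under 0.05, a table gives the log2 fold change, a signed fold change, the mean log2 CPM of the pair, the p-value and the adjusted p. Values per library were not analysed here, so depth and the spread between replicates are unknown, and every fold change or p-value of a single gene is from the authors' deposited table. The authors' deposited tables list 2913 genes for *nf-yc triple*, 4888 for *hy5* and 5180 for *nf-yc triple hy5* against Col-0, and 4311 and 920 for *nf-yc triple hy5* against *nf-yc triple* and *hy5*. The number of genes tested, recovered from each gene's p-value, rank and adjusted p, was between 19115 and 19347. A gene absent from a table either missed the adjusted p threshold or was not tested. Over 961 genes present in the 3 tables concerned, the log2 fold change of *nf-yc triple hy5* minus that of *nf-yc triple* and that of *nf-yc triple hy5* against *nf-yc triple* left a median of -0.01, so the tables share 1 scale. Genes were called at an adjusted p under 0.05 and at least 1.5-fold, and were counted over 27 gene lists fixed before the data were examined. Counts adjusted over a list alone have no fold threshold, and members absent from a table enter them at a p of 1. Lists of flavonoid, iron, sulphur, glucosinolate, hormone, touch, hypoxia and cell wall genes were drawn up after reading the S2 and S3 Tables, so they are not independent evidence of a direction. Members named in the study are list genes that the paper names and every gene of the S2 and S3 Tables. These take in all genes changed alike in *nf-yc triple* and *hy5*, so a direction lost without them decides nothing. The fold threshold and the Col-0 libraries common to 3 comparisons can change the counts.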

To further dissect the genetic relationship between NF-YC and HY5, we compared the transcriptome profiles of seven day old, cWL grown *nf-yc triple*, *hy5*, and *nf-yc triple hy5* mutant seedlings using RNA Sequencing (RNA-Seq, NCBI GEO accession GSE81837).

When compared to wild type, *hy5* mutants had 1,368 up-regulated and 941 down-regulated genes, whereas analysis of differentially expressed genes in the *nf-yc triple* mutant showed a smaller set of 645 up-regulated genes and 493 down-regulated genes (at least 1.5 fold, adjusted *p* < 0.05, S1 Table). 

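The mutated genes were down-regulated where the labels place the mutations. In the authors' deposited table for *nf-yc triple* against Col-0, *NF-YC3* (AT1G54830) had a log2 fold change of -4.08, *NF-YC9* (AT1G08970) of -2.29 and *NF-YC4* (AT5G63470) of -0.97. *HY5* (AT5G11260) is in none of the 5 tables, so its transcript gives no check of the *hy5* label. The largest increase in *nf-yc triple* was in the nitrate transporter gene *NRT2.1* (AT1G08090), at 4.70 in the authors' deposited table, followed by *NRT2.6* (AT3G45060) at 4.11. The largest decreases after *NF-YC3* were in *CYP82C4* (AT4G31940), a cytochrome P450 gene induced by iron deficiency, at -3.44, and in the kinase gene AT1G51840 at -3.26 in the authors' deposited table.
In *hy5*, the chalcone synthase gene *CHS* (AT5G13930) led the decreases and *ERF6* (AT4G17490), an ethylene response factor, led the increases, at 3.32 in the authors' deposited table for *hy5* against Col-0. Opposite directions were listed for *NRT2.1*, which stood at -1.49 in the same authors' deposited table. At 1.5-fold, the authors' deposited tables give 1368 higher and 941 lower genes for *hy5*, and 645 higher and 496 lower for *nf-yc triple*. Leaving out the 3 mutated *NF-YC* genes, 493 lower genes remain in *nf-yc triple*. Of the 27 other NF-Y family genes on the list, *NF-YB8* (AT2G37060) and *NF-YB10* (AT3G53340) were higher and *NF-YC2* (AT1G56170) was lower in *nf-yc triple*, with 24 not called (2 higher and 1 lower when adjusted over the list alone). No list-wide direction was found for this family (Fisher's exact test, adjusted p = 1).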

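Most of the iron deficiency-induced genes called in each mutant were lower. Of 27 on the list, 15 were lower and 1 was higher in *nf-yc triple*, and 14 were lower and 3 higher in *hy5* (Fisher's exact test of direction, adjusted p = 4.97e-04 and 0.0054; 17 lower and 1 higher, and 15 lower and 7 higher, when adjusted over the list alone), and 12 were lower in both. In the authors' deposited tables, *BHLH100* (AT2G41240), a transcription factor gene induced by iron deficiency, had a log2 fold change of -2.73 in *nf-yc triple* and -4.53 in *hy5*. The regulator gene *FIT* (AT2G28160) was higher in both, at 0.76 and 1.90, and the iron transporter gene *IRT1* (AT4G19690) was at -1.09 in *nf-yc triple* and 0.70 in *hy5* in the authors' deposited tables. The direction in *hy5* was not called without a fold threshold (exact test, adjusted p = 0.151) and in neither mutant without the members named in the study (adjusted p = 0.580 in *nf-yc triple* and 1 in *hy5*). Leaving out the named members removes the 12 lower in both, so it decides nothing. *HYH* (AT3G17609), the closest homolog of *HY5*, was at -0.73 and -1.59, and the pyruvate decarboxylase gene *PDC1* (AT4G33070) at -1.57 and -2.37 in the authors' deposited tables. Of 15 hypoxia genes, 6 were lower in *nf-yc triple* and none was higher (Fisher's exact test of direction, adjusted p = 0.0373; 6 lower when adjusted over the list alone), and 6 were lower in both mutants. The iron and hypoxia lists were drawn up after reading the S2 Table, so their overlaps with the genes lower in both are given without a test. In *hy5*, 6 were lower and 2 higher, which did not pass (exact test, adjusted p = 0.260; 9 lower and 2 higher when adjusted over the list alone). The 2 higher were *HRA1* (AT3G10040) and *LBD41* (AT3G02550), at 1.03 and 0.94 in the authors' deposited table. The direction in *nf-yc triple* was not called by the same exact test without a fold threshold (adjusted p = 0.103), at 2-fold (adjusted p = 0.309) or without the members named in the study (adjusted p = 1). The last of these removes all 6 lower hypoxia members, so it cannot test the direction.
Of the 496 genes lower in *nf-yc triple*, 204 (41.1%) were also lower in *hy5*, where 24.3 would be shared by independent lists among 19177 genes (odds ratio 17.0, one-sided Fisher's exact test p = 3.09e-138). Both comparisons use the same Col-0 libraries, which raises the overlap with no effect at all. In 100 simulations of unchanged genotypes against common controls, lists of the same sizes shared 143 genes on average and at most 178, and no gene passed the adjusted p threshold in both. The simulated lists were the most extreme of unchanged genes, whereas the observed lists hold genes past that threshold. The simulated counts therefore do not estimate how much of the observed overlap the controls add. No value per library was analysed, so the controls were not split, and part of the excess may come from them.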

Direct comparison of the *hy5* and *nf-yc triple* down-regulated genes showed substantial overlap, with approximately 40% of the *nf-yc triple* down-regulated genes being contained in the *hy5* data set (Fig 5A). Gene-ontology (GO) analysis for genes down-regulated in both the *nf-yc triple* and *hy5* mutants identified enrichment in many categories involved in photomorphogenesis and early seedling development, including response to light stimulus and pigment biosynthetic processes (S2 Table). 

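Flavonoid and anthocyanin genes fell together. Of 30 genes on the list, 21 were lower and none was higher in *nf-yc triple* (Fisher's exact test of direction, adjusted p = 2.67e-06), and 20 were lower and 1 was higher in *hy5* (adjusted p = 1.24e-05 from the same test). Adjusted over the list alone, 22 were lower and 1 higher in *nf-yc triple*, and 21 lower and 1 higher in *hy5*. *CHS*, which encodes the first enzyme of the pathway, had a log2 fold change of -1.50 in *nf-yc triple* and -4.85 in *hy5* in the authors' deposited tables. The dihydroflavonol reductase gene *DFR* (AT5G42800) was at -2.13 and -4.69, and *LDOX* (AT4G22880), which acts after it, at -2.13 and -4.02 in the authors' deposited tables. The flavonol synthase gene *FLS1* (AT5G08640) stood at -0.73 and -4.28 there. A total of 20 list members belonged to the genes lower in both mutants. The list was drawn up after reading the S2 Table, and with the members named in the study left out its direction was not called (exact test, adjusted p = 1 in both mutants). That leave-out removes the 20 members lower in both mutants, so it cannot test the direction.
Of 42 light signalling genes, 11 were lower and 1 was higher in *hy5* (adjusted p = 0.0036 from Fisher's exact test of direction; 20 lower and 3 higher when adjusted over the list alone), which was not called without the members named in the study (adjusted p = 0.536). A total of 6 were lower in both mutants. In *nf-yc triple*, 6 were lower and 3 higher, which did not pass (exact test, adjusted p = 0.472; 10 lower and 7 higher when adjusted over the list alone). The early light-induced protein gene *ELIP1* (AT3G22840) was at -0.59 in *nf-yc triple* and -4.59 in *hy5* in the authors' deposited tables, and the B-box gene *BBX25* (AT2G31380) at -1.54 in *hy5*. Of 21 phrases searched in the gene descriptions of the tables, 1 was enriched among genes lower in both against those lower in 1 mutant: anthocyanin, in 6 of 198 genes against 0 of 955 (one-sided Fisher's exact test, adjusted p = 0.001 over 42 tests).

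**Figure D1:**
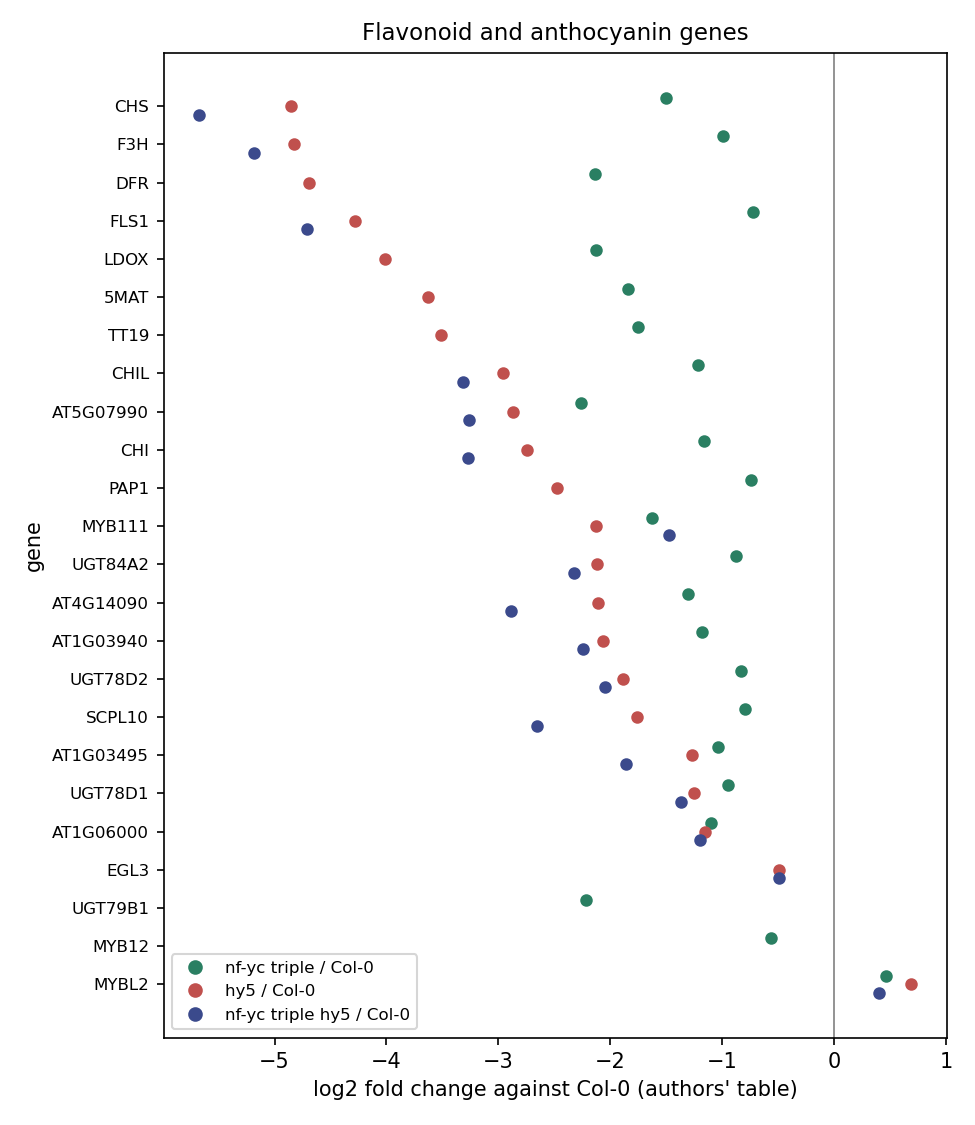
Log2 fold change against Col-0 (x axis) of the 24 listed flavonoid and anthocyanin genes (y axis) from the authors' deposited tables; green, red and blue points stand for *nf-yc triple*, *hy5* and *nf-yc triple hy5*, and a missing point means that the gene is not in that table. *CHS* lies at -1.50, -4.85 and -5.67, and *DFR* has no point for *nf-yc triple hy5*.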

Comparison between up-regulated gene sets yielded similar results with ~50% shared between the *nf-yc triple* and *hy5* (Fig 5B). 

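The nitrate transporter gene *NRT1.8* (AT4G21680) was higher in both mutants and had a log2 fold change of 2.79 in *nf-yc triple* and 1.73 in *hy5* in the authors' deposited tables. The terpenoid cyclase gene AT3G29410 was at 2.40 and 2.97, and the disease resistance gene AT1G66090 at 2.04 and 3.31 in the authors' deposited tables. Of 7 ferritin and vacuolar iron transporter-like genes, which store iron, 4 were higher in *nf-yc triple* and 6 in *hy5* with none lower, but neither direction passed the test (Fisher's exact test, adjusted p = 0.403 and 0.302; 4 and 6 higher when adjusted over the list alone).
Of the 645 genes higher in *nf-yc triple*, 327 (50.7%) were also higher in *hy5*, against 46.0 for independent lists (odds ratio 17.3, one-sided Fisher's exact test p = 3.43e-208). Simulated unchanged genotypes with common controls and lists of these sizes shared 222 genes on average and at most 256, and part of the excess may come from the common Col-0 libraries. As for lower genes, the simulated lists hold the most extreme unchanged genes and do not estimate that part. Over both directions, 602 genes were called in both mutants, of which 531 (88.2%) changed in the same direction. In 100 simulations of unchanged genotypes with common controls and lists of the observed sizes, this share was 99.7% on average and at least 98.5%. The phrase defense response was in 11 of 311 genes higher in both with a description and in 78 of 1297 higher in 1 mutant (odds ratio 0.573, one-sided Fisher's exact test for an excess, adjusted p = 1). A lower share was not tested, and genes higher in 1 mutant are not the background of a gene ontology analysis.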

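Rapid touch and chitin response genes were higher in both mutants. Of 31 on the list, 15 were higher and 1 was lower in *nf-yc triple* (Fisher's exact test of direction, adjusted p = 0.0115), and 20 were higher and none lower in *hy5* (adjusted p = 4.97e-04 from the same test; 17 higher and 1 lower in *nf-yc triple* and 21 higher in *hy5* when adjusted over the list alone). Their zinc finger genes *ZAT10* (AT1G27730) and *SZF1* (AT3G55980) had log2 fold changes of 1.72 and 1.17 in *nf-yc triple* and of 2.72 and 2.29 in *hy5* in the authors' deposited tables. A total of 14 members were higher in both.
Among 30 ethylene genes, 6 were higher in both mutants. Their direction was not called in *nf-yc triple*, with 8 higher and 1 lower (exact test, adjusted p = 0.302; 12 higher and 2 lower when adjusted over the list alone), or in *hy5*, with 9 higher and 1 lower (adjusted p = 0.220; 10 higher and 1 lower when adjusted over the list alone). *ERF104* (AT5G61600) was at 2.12 and 2.75, and the ethylene synthesis gene *ACS6* (AT4G11280) at 1.85 and 2.07 in the authors' deposited tables. Of 25 salicylic acid genes, 5 were higher in both, among them *WRKY70* (AT3G56400) at 2.01 and 3.26 and *WRKY33* (AT2G38470) at 1.11 and 2.62 in the authors' deposited tables. Their direction did not pass in *nf-yc triple* (5 higher, 1 lower, exact test, adjusted p = 0.552; the same counts when adjusted over the list alone) or *hy5* (11 higher, 1 lower, adjusted p = 0.141; 14 higher and 1 lower when adjusted over the list alone). Of 31 jasmonate genes, 2 were lower and none was higher in *nf-yc triple* (exact test, adjusted p = 0.472; 7 lower when adjusted over the list alone), and 5 were higher and 2 lower in *hy5* (adjusted p = 1; 10 higher and 4 lower when adjusted over the list alone). The jasmonate-inducible *VSP2* (AT5G24770) was at -1.76 in *nf-yc triple*, and the lipoxygenase gene *LOX4* (AT1G72520) at 2.23 in *hy5* in the authors' deposited tables. These lists were drawn up after reading the S3 Table, so their overlaps with the genes higher in both are given without a test. Without the genes named in the study the touch direction was not called (exact test, adjusted p = 1 in *nf-yc triple* and 0.580 in *hy5*), nor was it at 2-fold in *nf-yc triple* (adjusted p = 0.409). Leaving out the named genes removes the 14 touch members higher in both, so it cannot test their direction.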

GO enrichment analyses of genes up-regulated in both *nf-yc triple* and *hy5* yielded categories in cellular stress responses and cellular responses to hormones, including ethylene, salicylic acid, and jasmonic acid (S3 Table).

**Fig 5:**
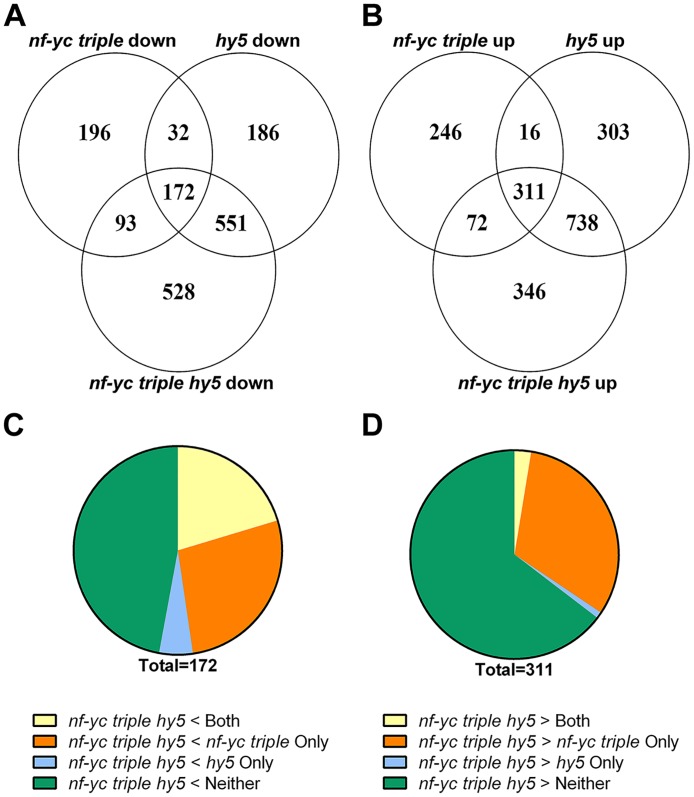
RNA-Seq analysis identified both shared and independently regulated targets for NF-YCs and HY5. Overlap between genes significantly **A)** down-regulated or **B)** up-regulated at least 1.5-fold in the *nf-yc triple*, *hy5*, and *nf-yc triple hy5* backgrounds, relative to Col-0. Genes significantly differentially expressed in all three genotypes were then broken into regulatory groups according to the level of **C)** down-regulation or **D)** up-regulation in the *nf-yc triple hy5* mutant relative to both *nf-yc triple* and *hy5*.

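Light-harvesting antenna genes were lower in both mutants that lack HY5. Of 20 genes on the list, 14 were lower in *hy5* and 18 in *nf-yc triple hy5*, with none higher (Fisher's exact test of direction, adjusted p = 8.88e-05 and 7.23e-05; 20 lower in each when adjusted over the list alone). In *nf-yc triple*, 1 was lower (exact test, adjusted p = 0.772; 13 lower when adjusted over the list alone), and the difference between the mutants was not tested. In *nf-yc triple hy5* against *hy5*, 9 were lower and none higher, which did not pass (exact test, adjusted p = 0.239; 17 lower when adjusted over the list alone). At 2-fold the direction in *hy5* was not called (exact test, adjusted p = 0.508). *LHCB2.3* (AT3G27690) had a log2 fold change of -1.19 in *hy5* and -2.51 in *nf-yc triple hy5* in the authors' deposited tables. Of 20 root markers outside hair cells, a list made after the data had been seen, 12 are in any table; 6 were higher and none lower in *hy5*, and 4 were higher and none lower in *nf-yc triple hy5*.
Of the genes lower against Col-0, 172 were called in all 3 mutants, 551 in *hy5* and *nf-yc triple hy5* without *nf-yc triple*, 96 in *nf-yc triple* and *nf-yc triple hy5* without *hy5*, and 32 in *nf-yc triple* and *hy5* without *nf-yc triple hy5*. Calls in 1 mutant numbered 196 for *nf-yc triple*, 186 for *hy5* and 525 for *nf-yc triple hy5*. Of the genes higher against Col-0, 311 were called in all 3, 738 in *hy5* and *nf-yc triple hy5* without *nf-yc triple*, 72 in *nf-yc triple* and *nf-yc triple hy5* without *hy5*, and 16 in *nf-yc triple* and *hy5* without *nf-yc triple hy5*. Calls in 1 mutant numbered 246 for *nf-yc triple*, 303 for *hy5* and 346 for *nf-yc triple hy5*. A gene outside a set either missed the threshold there or was not tested, which does not show that its expression differed between the mutants. Of the 32 lower genes called in *nf-yc triple* and *hy5* without *nf-yc triple hy5*, 14 are listed in no comparison with *nf-yc triple hy5*, although past 4-fold in *hy5*.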

To further investigate the regulatory relationship between HY5 and the NF-YCs, we analyzed genes that were either significantly up-regulated or down-regulated in *nf-yc triple hy5* mutants (S1 Table). These data sets were then sub-divided into four groups based on the level of differential gene expression in the *nf-yc triple hy5* mutant relative to both *nf-yc triple* and *hy5*: **Group I)** Genes differentially expressed more in the *nf-yc triple hy5* mutant than both *nf-yc triple* and *hy5*; **Groups II-III)** Genes differentially expressed more in the *nf-yc triple hy5* mutant compared only to the *nf-yc triple* (**II**) or *hy5* (**III**); and **Group IV)** Genes not differentially expressed compared to either the *nf-yc triple* or *hy5* (i.e., still differentially expressed in the quadruple mutant relative to wild type, but no change from *nf-yc triple* and *hy5* (Fig 5C and 5D)). 

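After *CHS*, the largest decreases in *nf-yc triple hy5* were in *F3H* and *BHLH100*, and the largest increase was in AT2G43050. In the authors' deposited table for *nf-yc triple hy5* against Col-0, the log2 fold change of the flavanone hydroxylase gene *F3H* (AT3G51240) was -5.19 and that of *BHLH100* was -5.15. AT2G43050, of the plant invertase/pectin methylesterase inhibitor superfamily, was at 3.95, *WRKY53* (AT4G23810) at 3.64 and *SARD1* (AT1G73805), a regulator of salicylic acid synthesis, at 3.54 in the same authors' deposited table. The mutated genes *NF-YC3*, *NF-YC9* and *NF-YC4* stood at -3.73, -1.82 and -1.18 in that authors' deposited table. Of 19 circadian clock genes, 7 were higher and 8 lower in *nf-yc triple hy5* (Fisher's exact test of direction, adjusted p = 1; 8 higher and 9 lower when adjusted over the list alone), with the morning gene *LHY* (AT1G01060) at -3.21 and *PRR5* (AT5G24470) at 1.63 in the authors' deposited table.
At 1.5-fold, the authors' deposited tables hold 1467 higher and 1344 lower genes for *nf-yc triple hy5* against Col-0. Against *nf-yc triple* they hold 1061 higher and 913 lower genes, and against *hy5* 109 higher and 243 lower. Of 25 salicylic acid genes, 13 were higher and 1 was lower in *nf-yc triple hy5* than in *nf-yc triple* (adjusted p = 0.0159 from Fisher's exact test of direction; 16 higher and 1 lower when adjusted over the list alone), which was not called without the members named in the study (adjusted p = 0.399).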

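At 1.5-fold, Group IV held the largest number of both lower and higher genes. Of the 172 genes lower in all 3 mutants, 35 (20.3%) fell in Group I, 47 in Group II, 9 in Group III and 81 (47.1%) in Group IV. Of the 311 higher in all 3, 8 (2.57%) fell in Group I, 99 in Group II, 3 in Group III and 201 (64.6%) in Group IV. The ferritin gene *FER1* (AT5G01600) was 1 of the 8 higher in Group I, at 1.99 in *nf-yc triple hy5*, 0.86 in *nf-yc triple* and 1.33 in *hy5* in the authors' deposited tables. With no fold threshold against the parental lines only, 23 higher genes fell in Group I, and with no fold threshold at all 58 of 692 higher genes fell in Group I and 342 in Group IV, and 185 of 758 lower genes fell in Group I and 308 in Group IV. At 2-fold, 1 of 109 higher genes fell in Group I and 88 in Group IV.
The change in *nf-yc triple hy5* was smaller than the sum of the log2 fold changes of *nf-yc triple* and *hy5* for 310 of the 311 higher genes and for 147 of the 172 lower genes. The median difference from the sum was -0.91 for higher and -0.57 for lower genes, counted so that a negative value is a smaller change. A change larger than in both parental lines was found for 152 of the higher and 137 of the lower genes. The genes were chosen on all 3 comparisons, and the Col-0 libraries enter both terms of the sum, so no p-value is given. Among genes called in *nf-yc triple hy5* and at least 1 parental line, a sum could be formed only for those listed for both parental lines. Over these, the share smaller than the sum was 92.0% for higher and 75.1% for lower genes.

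**Figure D2:**
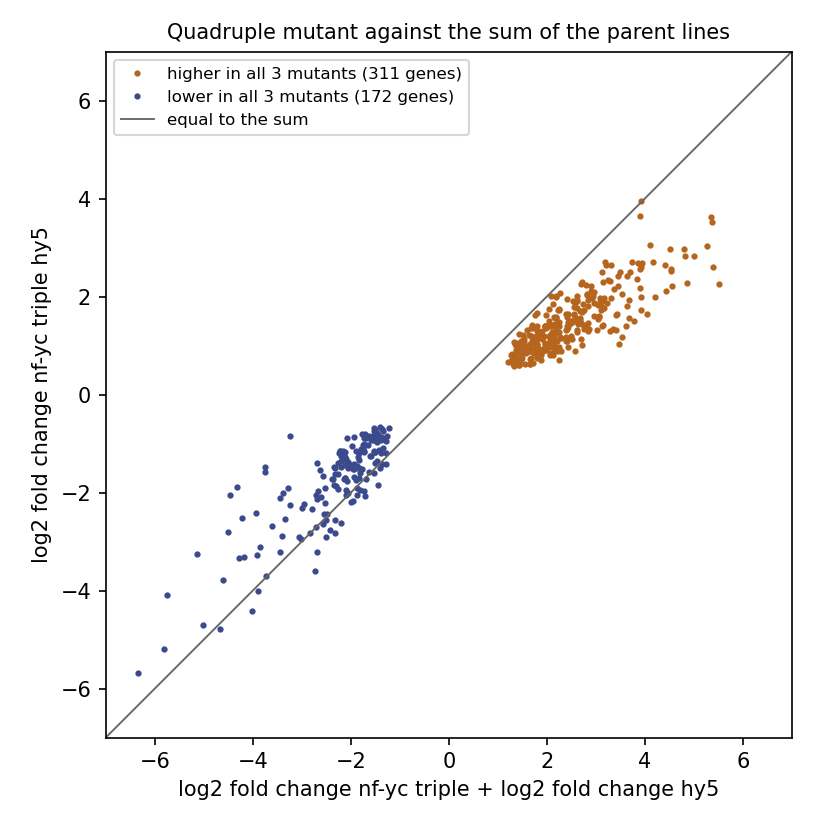
Log2 fold change in *nf-yc triple hy5* (y axis) against the sum of the log2 fold changes in *nf-yc triple* and *hy5* (x axis), each against Col-0 and from the authors' deposited tables; each point is 1 gene, orange for the 311 genes higher and blue for the 172 genes lower in all 3 mutants, and the line marks equality. All but 1 of the orange points lie below the line.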

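Flavonoid and iron deficiency genes were found in Groups I, II and IV of the genes lower in all 3 mutants. Of 15 flavonoid and anthocyanin genes, 3 were in Group I, 9 in Group II and 3 in Group IV (two-sided Fisher's exact test against the other groups, adjusted p = 1, 0.246 and 0.712). Of 10 iron deficiency-induced genes, 2 were in Group I, 5 in Group II and 3 in Group IV (exact test, adjusted p = 1 for each). In Group II, which is lower in *nf-yc triple hy5* than in *nf-yc triple*, the nicotianamine synthase gene *NAS4* (AT1G56430) had a log2 fold change of -1.92 in *nf-yc triple hy5* in the authors' deposited table. Of 5 aliphatic glucosinolate genes, 4 were in Group IV of lower genes (exact test, adjusted p = 1).
Among higher genes, 7 touch and chitin response genes were in Group II and 7 in Group IV, 5 of 6 ethylene genes were in Group IV (exact test, adjusted p = 1 for each) and 4 of 5 salicylic acid genes were in Group II (exact test, adjusted p = 0.712). *FIT* was in Group II. These tests of list members in a group against the other groups of the same direction were chosen after the tables had been seen, and 0 of 88 passed, with 5 at an unadjusted p under 0.05. Many lists had too few members to pass. With 2 of 2 clock genes in Group I of lower genes, the most possible, the exact test gave an adjusted p of 0.712. A test that did not pass therefore does not show an even spread over the groups. Phrases of the gene descriptions, compared between a group and the other groups of the same direction, gave no call in 67 one-sided Fisher's exact tests (smallest unadjusted p = 0.0738). A comparison between groups does not repeat the paper's gene ontology analysis of each group.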

GO enrichment analyses of these four groups represent putative biological processes that NF-YCs and HY5 regulate cooperatively (genes more differentially expressed in *nf-yc triple hy5* than parental lines) and independently (genes not differentially expressed in *nf-yc triple hy5* relative to *nf-yc triple* and/or *hy5* (S2 and S3 Tables)).

Analysis of genes significantly more down-regulated in the *nf-yc triple hy5* mutant (relative to its parental genotypes) identified several over-represented categories, including flavonoid biosynthesis and polyol metabolic processes (S2 Table). 

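*CHS* led the genes further lower in *nf-yc triple hy5* than in both parental lines. In the authors' deposited tables its log2 fold change was -5.67 against Col-0, -4.16 against *nf-yc triple* and -0.81 against *hy5*. The indole-3-acetaldoxime pathway gene *CYP71A13* (AT2G30770) was at -4.78, -3.37 and -1.50, and the isocitrate lyase gene *ICL* (AT3G21720) of the glyoxylate cycle at -4.01, -1.95 and -2.18 in the same order in the authors' deposited tables. Completing the 5 largest changes of this group, AT2G30766 and AT1G47395, on the list of iron deficiency-induced genes, were at -4.41 and -3.78 against Col-0 in the authors' deposited table. The flavonoid list members in the group were *CHS*, *SCPL10* (AT2G23000) and AT4G14090.
Of the 30 flavonoid and anthocyanin genes, 15 were lower in *nf-yc triple hy5* than in Col-0 and none was higher (Fisher's exact test of direction, adjusted p = 2.89e-04), 12 were lower than in *nf-yc triple* (adjusted p = 0.0011) and 3 were lower than in *hy5* (adjusted p = 0.893). Adjusted over the list alone, these were 16 lower and 1 higher, 13 lower and 3 lower. Without the members named in the study neither of the first 2 directions was called (exact test, adjusted p = 1). *DFR*, *LDOX*, *TT19* (AT5G17220) and *5MAT* (AT3G29590), lower in both parental lines, are in none of the 3 tables with *nf-yc triple hy5*, so their state in *nf-yc triple hy5* is not known. Of the clock list, *LHY* and *RVE8* (AT3G09600) were in the group (Fisher's exact test against the other groups, adjusted p = 0.712), and *RVE8* was at -2.56 in *nf-yc triple hy5* in the authors' deposited table.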

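Expansin and xyloglucan endotransglucosylase/hydrolase (XTH) genes, whose products loosen and remodel the cell wall, were found in Group IV of higher genes. Of 7 list members higher in all 3 mutants, 6 were in this group, *EXPA11*, *EXLA1*, *XTH17*, *XTH18*, *XTH19* and *XTH30* (Fisher's exact test against the other groups, adjusted p = 1). The phrase cell wall was in 12 of 193 genes of Group IV with a description and in 4 of 102 of the other groups (odds ratio 1.62, one-sided Fisher's exact test, adjusted p = 1). Both tests set Group IV against other genes higher in all 3 mutants. The paper's gene ontology enrichment of cell wall terms is another measure, which they do not test. *XTH17* (AT1G65310) had log2 fold changes of 1.37 in *nf-yc triple*, 1.27 in *hy5* and 1.50 in *nf-yc triple hy5* in the authors' deposited tables. *XTH22* (AT5G57560), in Group II, was at 1.24, 2.60 and 2.35 in the authors' deposited tables.
The whole list of 39 genes had no called direction: 10 were higher and 1 was lower in *nf-yc triple* (Fisher's exact test, adjusted p = 0.131), 9 higher and 10 lower in *hy5* (adjusted p = 0.675), and 16 higher and 10 lower in *nf-yc triple hy5* (adjusted p = 0.772). Adjusted over the list alone, 15 were higher and 9 lower in *nf-yc triple*, 16 higher and 12 lower in *hy5*, and 18 higher and 12 lower in *nf-yc triple hy5*. The xyloglucan enzyme gene *XTH31* (AT3G44990) and the expansin gene *EXPA8* (AT2G40610) were at -1.99 and -1.35 in *hy5* in the authors' deposited table. Of 11 cellulose synthesis genes, none was past the threshold in any comparison, from the authors' edgeR calls (5 higher in *nf-yc triple*, 2 lower in *hy5*, 3 lower in *nf-yc triple hy5* against *nf-yc triple* and 0 in the other comparisons when adjusted over the list alone). The largest changes in Group IV of higher genes were in AT2G19060, *ERF105* (AT5G51190), *NAC3* (AT3G15500), *ERF104* and AT1G72920, at 2.82, 2.60, 2.51, 2.28 and 2.22 in *nf-yc triple hy5* in the authors' deposited table. Group IV also takes in genes called in the opposite direction against a parental line. Of its 201 higher genes, 5 were lower than in *nf-yc triple* and 4 were lower than in *hy5*, among them *ERF105* at -0.60 against *hy5* in the authors' deposited table.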

Among genes up-regulated to a similar level in the *nf-yc triple hy5*, *nf-yc triple*, and *hy5* data sets, and consistent with the synergistic hypocotyl phenotype of the *nf-yc triple hy5* mutant, was a significant enrichment for genes involved in cell wall organization, cell wall biogenesis, and cell wall macromolecule metabolic processes (S3 Table). Taken together, these data identify putative targets and biological processes regulated both cooperatively and independently by NF-YCs and HY5, solidifying the existence of a complex functional relationship.

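Genes called for loss of the *NF-YC* genes both with and without HY5 mostly changed in the same direction, as did those called for loss of *HY5* with and without the NF-YCs. *VSP2* was lower by loss of the *NF-YC* genes in both backgrounds, with a log2 fold change of -2.13 for *nf-yc triple hy5* against *hy5* in the authors' deposited table. *TCH3* (AT2G41100), a touch-induced calmodulin-like gene, was higher by loss of *HY5* in both, at 2.45 for *hy5* against Col-0 and 1.90 for *nf-yc triple hy5* against *nf-yc triple* in the authors' deposited tables. Of 148 genes called in *nf-yc triple* against Col-0 and in *nf-yc triple hy5* against *hy5*, 137 (92.6%, exact 95% interval 87.1 to 96.2) changed in the same direction. Of 1165 called in *hy5* against Col-0 and in *nf-yc triple hy5* against *nf-yc triple*, 1153 (99.0%, exact 95% interval 98.2 to 99.5) did. Most genes called in *nf-yc triple* were not called again without HY5: 4.19% of the higher and 22.2% of the lower genes were called alike there. For loss of *HY5*, 48.4% of the higher and 52.2% of the lower genes were called alike without the NF-YCs. A missing call does not show that a change was lost.
Of the 31 touch and chitin response genes, 1 was lower and none higher in *nf-yc triple hy5* against *hy5* (3 lower when adjusted over the list alone). This was *ZAT10*, at -0.61 there and at 1.72 in *nf-yc triple* against Col-0 in the authors' deposited tables. Of the 148 genes above, 11 changed in opposite directions.
Neither pair of comparisons shares a library. For lower genes, the first pair had 110 in common against 6.29 for independent lists (odds ratio 39.7, one-sided Fisher's exact test p = 1.15e-110), and the second 491 against 44.7 (odds ratio 46.1). Higher genes numbered 27 against 3.67 (odds ratio 9.83, p = 2.05e-16 from the same exact test) and 662 against 75.6 (odds ratio 41.0). From the overlaps of the mutants and the gene ontology terms of the 4 groups, the paper proposes putative targets and processes that the NF-YCs and HY5 regulate cooperatively or independently.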

### Longer hypocotyls in *nf-yc triple hy5* mutants is largely a function of greatly increased cell elongation

Previous research established that the elongated hypocotyls in *hy5* mutants are directly related to increased epidermal cell length [18]; therefore, we additionally examined individual files of epidermal cells along the hypocotyls of *nf-yc triple hy5* mutants for total cell number and mean cell length (Fig 6A–6C). The mean length of individual epidermal cells in *hy5* (82μm) was ~90% greater than Col-0 (43μm), while cells in the *nf-yc triple* mutant measured only ~15% longer than Col-0. Reflecting the synergistic hypocotyl elongation phenotypes of *nf-yc triple hy5* mutants, the epidermal cells of the quadruple mutant (158μm) were ~270% longer than those measured in Col-0. Total epidermal cells in the quadruple mutant were also increased >60% compared to Col-0. Therefore, the very long hypocotyls of *nf-yc triple hy5* mutants can be explained by a combination of comparatively modest increases in cell count and highly increased cell elongation.

**Fig 6:**
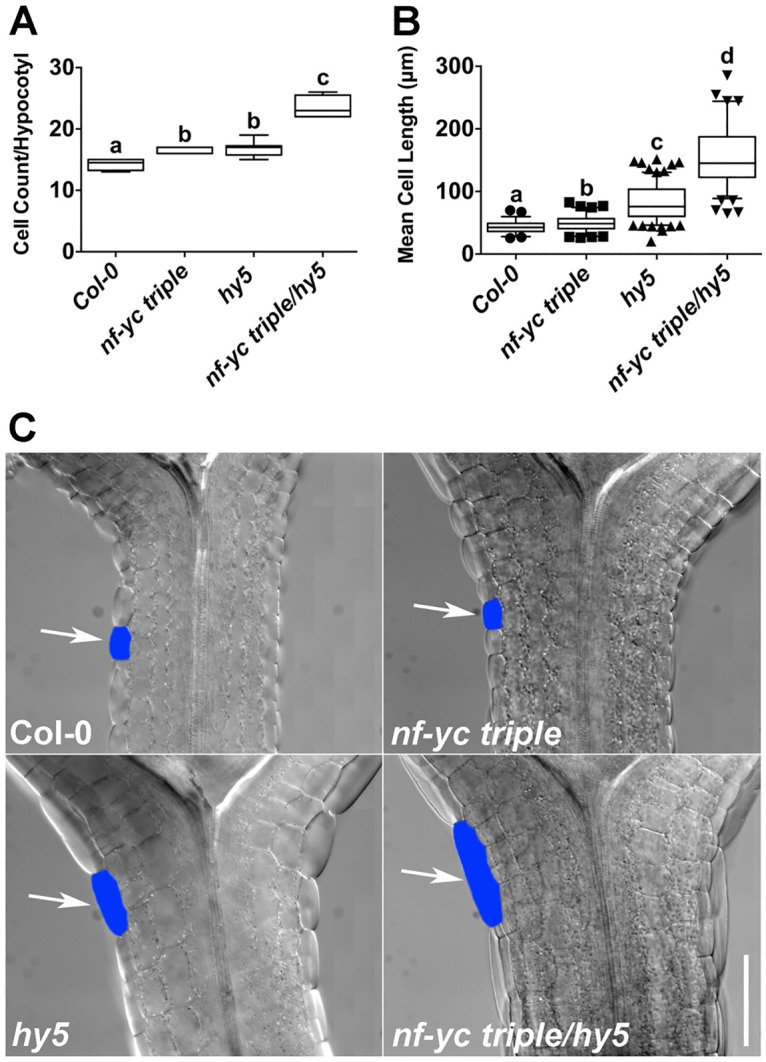
Synergistically longer hypocotyls in *nf-yc triple hy5* mutants are a function of moderately more cells and greatly increased cell elongation. Single linear files of hypocotyl epidermal cells were both **A)** counted and **B)** measured for mean length. Plant were grown in cWL and measurements were taken on five day old plants. **C)** Example hypocotyls for each genotype near the cotyledon junction—blue color marks a representative single cell in each genotype. Arrows point to typical epidermal cells for each genotype. Scale bar = 100μm.

### NF-YC hypocotyl elongation phenotypes in monochromatic light are additive with HY5 and do not completely overlap with those of HFR1 and LAF1

HY5 regulates photomorphogenesis regardless of wavelength, whereas HFR1 and LAF1 are more specific to FR light responses [24–28]. To better compare the spectrum of *nf-yc* mutant defects to these other transcription factors, we first examined both the *nf-yc triple* and *nf-yc triple hy5* lines in cB, cFR, and cR over a gradient of light intensities (Fig 7A–7C). Under all but the lowest cB fluence rates, the *nf-yc triple hy5* mutants had significantly longer hypocotyls than all other lines (Fig 7A). Considering our previous observation that *nf-yc triple* light perception defects were only apparent in SD conditions (Fig 1B), it was somewhat surprising to find that *nf-yc triple hy5* defects in cB were most pronounced at the highest light intensities (Fig 7A).

**Fig 7:**
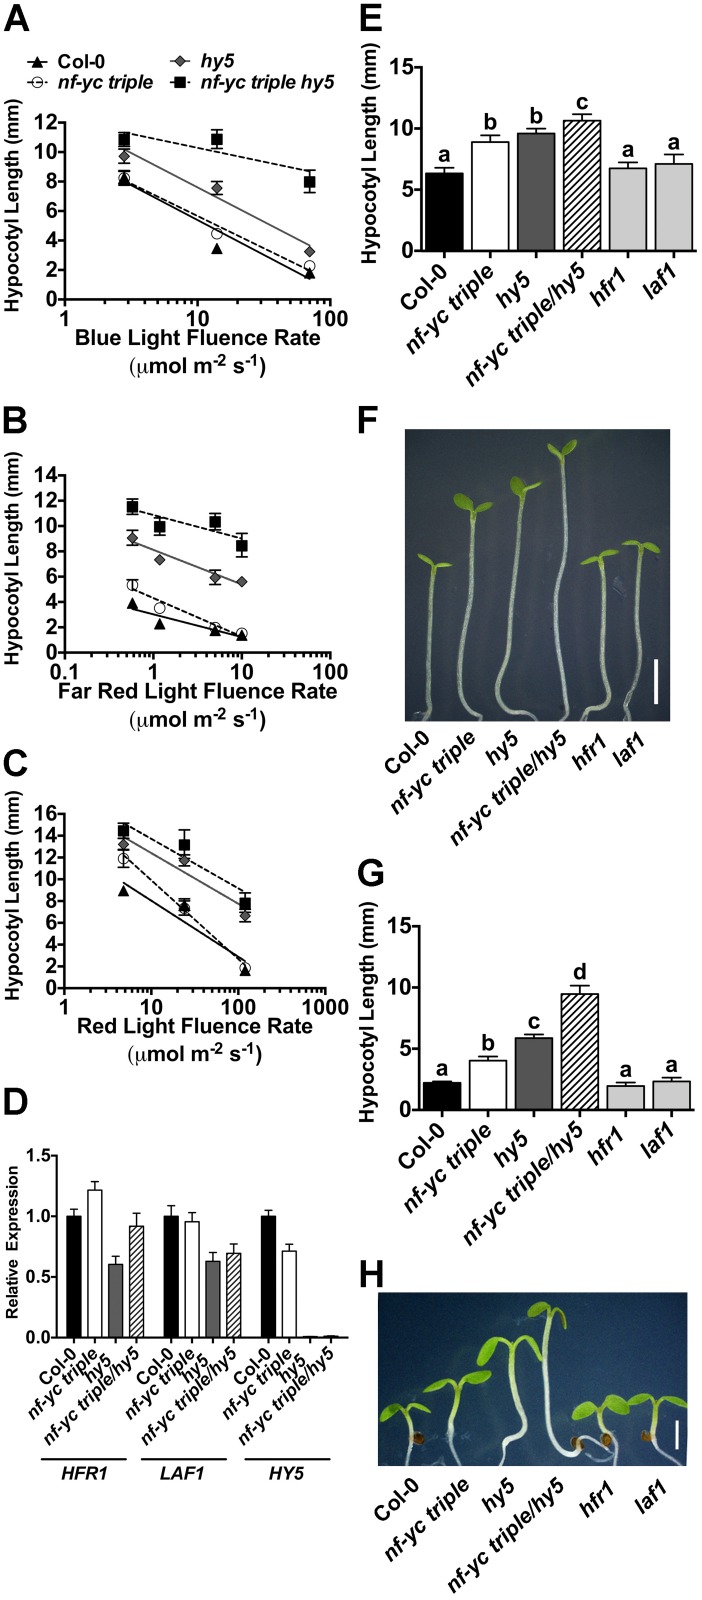
*nf-yc* mutants have broad light perception defects that are at least partly independent of *HY5* and do not completely overlap with those of *HFR1* and *LAF1*. Fluence rate curves for hypocotyl lengths are shown for five day old plants in **A)** cB, **B)** cFR, and **C)** cR light conditions (see symbols key in A). **D)** qPCR of *HFR1*, *LAF1*,and *HY5* in key genetic backgrounds. **E-F)** Quantification and images of typical phenotypes for mutants grown in low fluence rate cR (4.8μmol m^-2^ s^-1^). Scale bar in F = 2mm. **G-H)** Quantification and images of typical phenotypes for mutants grown in SD, white light conditions. Scale bar in H = 2mm. Statistically significant differences were determined as described in Fig 2.

The *nf-yc triple hy5* mutants were significantly longer than their *nf-yc triple* and *hy5* parental lines under all cFR conditions (Fig 7B). One possible cause for defects in FR light perception could be differential expression of *HY5*, *HFR1*, or *LAF1* in *nf-yc* mutants—i.e., NF-Y complexes could control the expression of these genes. S2 Fig shows that *HY5* is not differentially expressed in an *nf-yc triple* background in cWL and we additionally examined the expression of *HY5*, *HFR1*, and *LAF1* in cFR grown plants. Consistent with previous reports [35, 74], modest differences in *HY5*, *HFR1*, *and LAF1* were either insignificant or not reproducible in repeated expression analyses in the various mutant backgrounds (Fig 7D). We conclude that *nf-yc* mutant phenotypes are not likely related to simple changes in the expression of these well-known regulators of light perception. Further, as discussed below, *nf-yc triple* mutants appear to have a different spectrum of light defects than either *hfr1* or *laf1* mutants.

Under low fluence rate cR and cFR, the *nf-yc triple* mutant alone had significantly longer hypocotyls than Col-0, which is similar to *hy5* (Fig 7B and 7C). However, *hfr1* and *laf1* are only reported to have defects in cFR (*hfr1* and *laf1*) and cB light (*hfr1*). To confirm these previous reports with our experimental conditions, we directly compared *hfr1* and *laf1* to *nf-y* mutants under low fluence rate cR (Fig 7E and 7F). As previously reported, *hfr1* and *laf1* appeared identical to wild type Col-0 plants, whereas the *nf-yc triple* mutants were consistently ~40% longer than Col-0 and similar to *hy5* mutants. We additionally compared the *nf-yc triple* to *hfr1* and *laf1* in SD conditions (Fig 7G and 7H). As expected, the *hfr1* and *laf1* mutants appeared phenotypically identical to Col-0, while the *nf-yc triple*, *hy5*, and *nf-yc triple hy5* mutants were all significantly longer. Collectively, our data suggests that NF-YCs regulate hypocotyl elongation via an independent pathway(s) from HY5, and at least partially independent of HFR1 and LAF1, with broad roles in light perception at variable fluence rates.

### Loss of NF-YC function partially suppresses *cop1* mutant phenotypes

In the dark, HY5, HFR1, and LAF1 are all targeted for degradation by the proteasome in a COP1-dependent manner [28, 75, 76]. COP1 mutants (*cop1)* have short hypocotyls and other photomorphogenic phenotypes even when grown in the dark, and these phenotypes are partially suppressed in *hy5 cop1*, *laf1 cop1*, and *hfr1 cop1* double mutants [75, 77, 78]. Therefore, we examined if the *nf-yc triple* mutation could also suppress the short hypocotyl phenotype of dark-grown *cop1-4* mutants. Similar to *cop1 hy5*, an *nf-yc triple cop1* mutant had ~80% longer hypocotyls than the *cop1* single mutant when grown in constant darkness (Fig 8A). Because *cop1-4* mutants are known to have reduced rosette diameters (dwarf phenotype) and early flowering [79], we further characterized these phenotypes in *nf-yc triple cop1* mutants. For rosette diameter, the *nf-yc triple* mutant was once again able to partially suppress *cop1* (Fig 8B). One possibility is that this suppression is simply a function of *nf-yc triple* mutants being late flowering—i.e., because they are later flowering, the rosettes have time to achieve a greater diameter prior to the phase change to reproductive growth. However, a control cross between *cop1* and an even later flowering *constans* mutant (the alternatively named *co-sail* or *co-9* allele [80]) had no impact on rosette diameter when crossed to *cop1-4*. This suggests that *nf-yc* loss of function alleles genuinely suppress the small *cop1* rosette diameter phenotype and that this particular NF-YC function is genetically separable from its role in flowering time.

**Fig 8:**
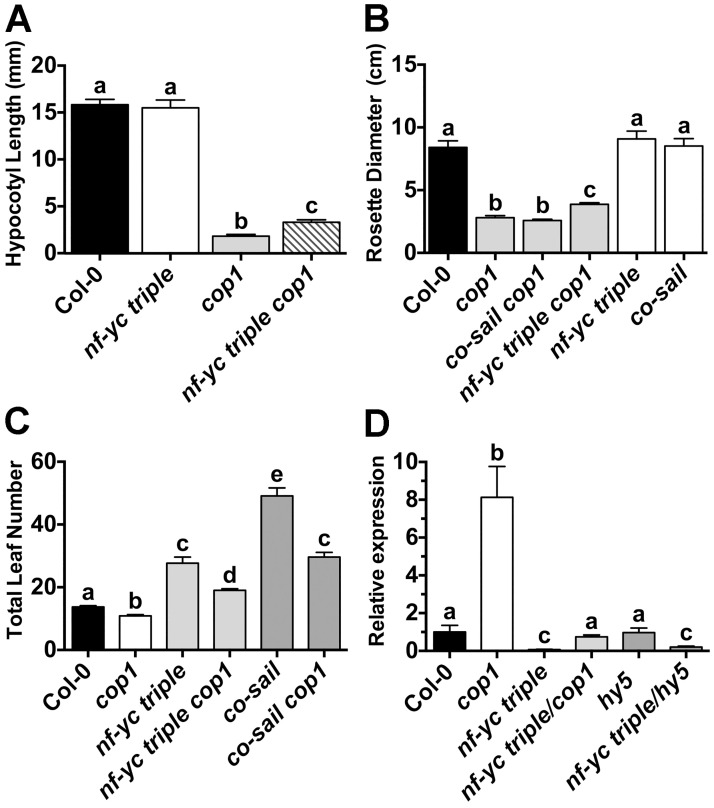
Multiple *cop1-4* mutant phenotypes are partially dependent on *NF-YC* genes. Partial suppression of *cop1* mutant phenotypes are quantified for **A)** dark-grown seedling hypocotyl elongation, **B)** rosette diameter, **C)** flowering time, and **D)** relative *FT* expression levels. Statistics and labeling as in Fig 2, except *FT* expression statistics which were calculated using qBase software (Biogazelle).

Finally, we also tested whether the *nf-yc triple* mutant could suppress the early flowering phenotype of *cop1* (Fig 8C). The *nf-yc triple cop1* mutant plants flowered moderately, but significantly, later than Col-0, intermediate to the early flowering *cop1-4* mutant and late flowering *nf-yc triple* mutant. This result is not surprising as an important role for COP1 in flowering is to suppress CO function via protein degradation [79, 81]. Because CO and NF-Y function together to regulate photoperiod-dependent flowering [49, 52, 57, 82], the basis of early flowering in *cop1* is largely a function of CO protein (and potentially NF-Y, see below) hyper-accumulation [79, 81]. Measurements of *FLOWERING LOCUS T* (*FT*) expression—the regulatory target of CO and NF-Y function in flowering time—perfectly correlated with expectations from the flowering time measurements (Fig 8D).

### Like HY5, HFR1, and LAF1, NF-YA proteins are degraded in the dark

NF-YC regulation of light perception appears to share many parallels with HY5, HFR1, and LAF1, including the suppression of *cop1* mutant phenotypes [75, 77, 78]. As with these other photomorphogenic transcription factors, it is tempting to speculate that NF-YC proteins might be targets of COP1-mediated proteasome degradation in the dark. However, this does not appear to be the case as native antibodies to both NF-YC3 and NF-YC4 show modest fluctuations, but largely stable accumulation throughout both short day and long day cycles (S5 Fig—recall also that expression of any *one* NF-YC from a native promoter rescues the mutant phenotype, S3 Fig). Nevertheless, NF-YC proteins function within the context of a heterotrimeric complex and reduction of the NF-YA or NF-YB components could also disrupt activity.

In this regard, overexpression of most NF-YAs leads to small, dwarf phenotypes that are not unlike those observed for *cop1* mutants [58, 83]. In fact, when we examined *NF-YA* overexpressing plants (35S promoter driven; previously described in [58]), they were found to have significantly shortened hypocotyls in both cD and cR conditions (Fig 9A). While shortened hypocotyls in cD is a classic constitutive photomorphogenic phenotype, expressing *p35S*:*NF-YA* hypocotyl lengths in cR as a percentage of cD growth additionally showed that most of these plants were specifically, additionally defective in red light perception (Fig 9A).

**Fig 9:**
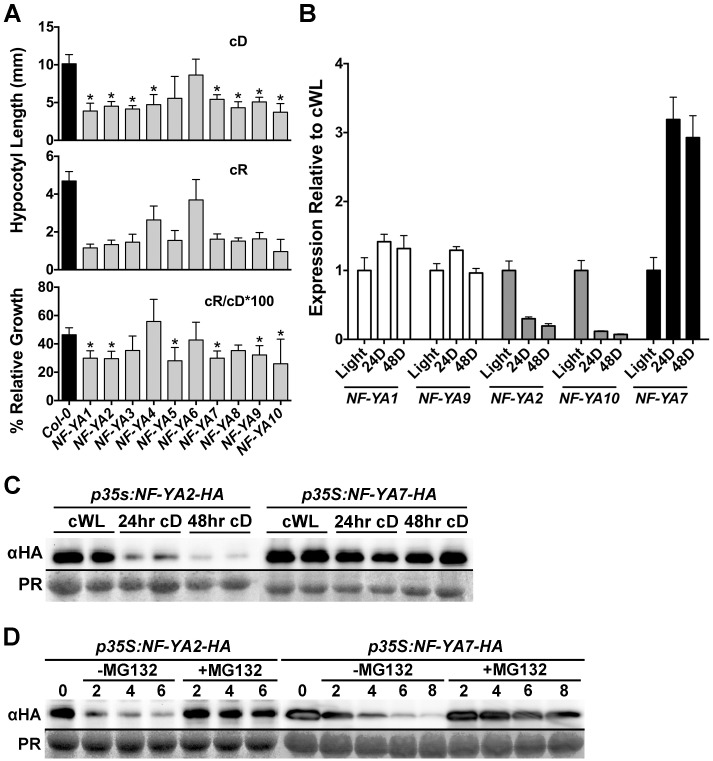
NF-YAs represent the light/dark cycle regulated components of NF-Y complexes. **A)** *NF-YA* overexpression causes constitutive photomorphogenesis phenotypes as well as cR light perception defects. To account for the constitutive photomorphogenic phenotypes of *NF-YA* overexpressing plants, relative percent growth in cR was determined by dividing cR hypocotyl length by cD hypocotyl length and multiplying by 100. **NOTE**: Because of their *cop1*-like, dwarf phenotypes, seed numbers are limited for NF-YA overexpressing plant. Thus, we chose to focus on cR light perception because of the relatively strong light defects measured for the *nf-yc triple* (Fig 2C). Statistically significant differences were determined as described in Fig 2. Error bars represent 95% confidence intervals. **B)** Expression of select *NF-YA* genes after 24-48hrs darkness relative to cWL. Error bars are SEM. **C)** Protein accumulation of 35S promoter-driven *NF-YA2* and *NF-YA7* constructs in cWL compared to 24-48hrs cD. **D)** Cell free protein degradation assays for NF-YA2 and NF-YA7, with and without the proteasome specific inhibitor MG132.

While it is unknown which of the 10 Arabidopsis NF-YAs is natively involved in hypocotyl elongation, two recent publications suggested that NF-YA2 may be found in complex with NF-YC3, 4, and 9 [84, 85]. Therefore, using qPCR, we examined the expression of *NF-YA2* in 24hr cWL or after 24-48hrs of cD and found that expression was strongly down-regulated in cD (Fig 9B). At the same time we compared *NF-YA2* expression to a subset of other *NF-YA* genes—*NF-YA1*, *7*, *9*, and *10*. *NF-YA10* is the most closely related paralog to *NF-YA2* (encoding 63% identical full length proteins, [86]) and it showed the same pattern of down-regulation in cD. However, the less related *NF-YA1* and *9* genes (proteins are 42% identical to each other, but only 23–24% to NF-YA2) remained stably expressed in cD, while *NF-YA7* was actually up-regulated. Thus, expression of the *NF-YA* gene family in response to cD is quite variable, and suggests potential for light regulated accumulation and depletion.

To determine if NF-YA proteins might be targets of degradation in the dark, we examined the accumulation of NF-YA2 and NF-YA7 expressed from constitutive 35S promoters. We chose to use a constitutive promoter to differentiate between changes in protein accumulation due to reduced gene expression (see Fig 9B) versus active protein degradation processes. NF-YA2 protein accumulation was strongly reduced in cD conditions, even when expression was driven from the 35S promoter, suggesting an active degradation process (Fig 9C). This was in stark contrast to NF-YA7 which maintained stable protein accumulation in the dark. To determine if the proteasome was involved in the process, we additionally performed cell-free protein degradation assays (as previously described [87]) and determined that NF-YA2 was rapidly degraded (Fig 9D). However, the addition of the proteasome inhibitor MG132 strongly reduced the apparent degradation of NF-YA2 protein. We note that NF-YA7 also degraded in an MG132 dependent manner in these cell-free assays, suggesting that it can also be targeted by the proteasome for degradation, even if darkness may not be the driving force (Fig 9B and 9C). Collectively, these data suggest that NF-YAs can also regulate light perception and are targeted for proteasome mediated degradation, perhaps controlling the overall stability of the NF-Y complexes necessary to suppress hypocotyl elongation in the light.

## Discussion

The physical and genetic relationships between the NF-YCs and HY5 are similar to those reported for several other photomorphogenic transcription factors, such as HFR1 and LAF1, where both are able to physically interact with HY5, but have clearly additive light perception defects when combined in higher order mutants [24, 35, 77, 81]. While we observed *nf-yc triple* mutant phenotypes primarily in low-intensity monochromatic light, the most pronounced *nf-yc triple hy5* phenotypes (relative to both the *nf-yc triple* and *hy5* mutants) were seen in high-intensity monochromatic light. Because HY5 protein accumulation and activity are light-intensity dependent [23], one possible explanation for this relationship, supported by our RNA-Seq data, is that HY5 and the NF-Y complexes share a subset of regulatory functions. When *nf-yc triple* mutants are grown in low light, HY5 function becomes essential for maintaining normal photomorphogenesis; however, under these same conditions, HY5 is also increasingly targeted for degradation and the *nf-y*-related photomorphogenic defect becomes apparent. Alternatively, in saturating, high light conditions, the relative NF-Y contribution to photomorphogenesis is masked due to high accumulation and activity of HY5 and other photomorphogenic transcription factors.

### Are NF-YC by HY5 interactions important in light signaling?

Unexpectedly, while we were able to detect a physical interaction between NF-YC9 and HY5 through FRET-FLIM analyses, we were not able to detect an interaction between NF-YC3 or NF-YC4 and HY5. This is surprising because the histone fold domains of NF-YC3, 4, and 9 are nearly identical (in fact, NF-YC3 and NF-YC9 are identical [86]); however, the amino- and carboxy-terminal regions are more divergent and could be involved in the NF-YC by HY5 physical interaction. Because of the extreme spatial constraints required for FRET to occur, it is not valid to conclude from these experiments that NF-YC3 and NF-YC4 cannot interact with HY5 [88, 89], and Y2H analyses did previously show a positive interaction between NF-YC4 and HY5 [57].

The question also remains whether or not the ability of NF-YCs to physically interact with HY5 is of biological importance relative to their specific functions in light signaling. Both HY5 and the NF-YCs are also regulators of ABA signaling [19, 57, 58] and it is possible that a physical interaction between them is only related to this or another undefined pathway. This possibility is supported by the additive, and even synergistic, mutant phenotypes of the *nf-yc triple hy5* plants—i.e., if these proteins are physically interacting in a linear pathway or at a common hub in light signaling, how does the quadruple *nf-yc3 nf-yc4 nf-yc9 hy5* mutation result in these synergistic phenotypes? Alternatively, arguing for the relevance of physical interactions in light signaling, there is clearly a significant amount of overlap in the putative regulatory targets of NF-YC3, 4, 9 and HY5. Similarly, it was also previously suggested that subsets of photomorphogenic responses might be regulated by combinations of both overlapping (where physical interactions were relevant) and non-overlapping functions between HY5, HFR1, and LAF1 [35]. In future experiments, it will be informative to examine the stability of NF-YA proteins in the presence or absence of these other transcriptional regulators as it was previously shown that HFR1 and LAF1 were co-dependent for their protein stability (i.e., they required each other to avoid proteasome-mediated degradation; [74]). Ultimately, deciphering these putative cooperative versus individual roles remains an exciting challenge for future research.

### Is there a separate pathway for NF-YC function in light perception?

While we have demonstrated that NF-YC3, 4, and 9 function at least partially independently of HY5 in light perception, one pressing question is whether the NF-Y complex is functioning through other known light-responsive transcription factors, such as HFR1 or LAF1. Directly addressing this hypothesis would require the creation of *nf-yc triple hfr1* and *nf-yc triple laf1* quadruple mutants; however, because *HFR1* is linked to *NF-YC9*, traditional crossing techniques would be prohibitively difficult. Therefore targeting of these loci in the *nf-yc triple* mutant with CRISPR-Cas9 is currently underway. To support that the NF-YCs are functioning separately, or at least differently, from HFR1 or LAF1, we identified strong phenotypes in the *nf-yc triple* mutant in SD- and low cR-grown seedlings, where *hfr1* and *laf1* showed no mutant phenotype. Additionally, we found no differential expression of *HFR1* or *LAF1* in cFR-grown *nf-yc triple* mutants. These data suggest that the function of NF-YCs in light perception is at least partially separable from the functions of HFR1 and LAF1.

Similar to the NF-YCs, both STH2/BBX21 and STH3/BBX22 function as photomorphogenesis-activating transcription factors over a broad range of light conditions and are also able to physically interact with HY5 [29, 30]. It is possible that the NF-YCs are functioning in an STH2/STH3-dependent manner; however, phenotypes of *sth2 sth3* double mutants and *sth2 sth3 hy5* triple mutants suggest that this might not be the case. In contrast to the genetic relationship between the *nf-yc triple* and *hy5*, the hypocotyls of *sth2 sth3 hy5* triple mutants were not longer than *hy5* in cR. Further, we observed the most severe *nf-yc triple* phenotypes in low-intensity light while the *sth2 sth3* mutant phenotypes were only observed in high-intensity light [30]. Nevertheless, these observations do not preclude genetic interactions for subsets of shared functions, similar to what we have already suggested with HY5.

When examining the protein domains of STH2/BBX21 and STH3/BBX22, it is tempting to speculate that there may be indirect physical interactions with the NF-YC proteins as part of a larger light perception complex. STH2 and STH3 have B-box domains, thus their alternate BBX21 and BBX22 designations [90], and these domains are necessary for direct physical interactions with HY5 [29, 30]. BBX proteins also often have so-called CO, CO-LIKE, and TIMING OF CAB (CCT) domains [90, 91]. For example, CO (BBX1) is a BBX-CCT protein and mutations in either of these domains impacts its ability to regulate flowering time [92]. It is well-established that NF-YC3, 4, and 9 can all physically interact with CO and the CCT domain is both necessary and sufficient for this interaction [49, 51, 52]. While STH2 and STH3 do not have a CCT domain, recent evidence demonstrated that BBX proteins can heterodimerize with other BBX proteins [93]. Therefore, it is possible that NF-Y complexes may interact with BBX-CCT proteins via the CCT domain and recruit other non-CCT containing BBX proteins, such as STH2 and 3, to these complexes.

### Are NF-Y complexes activators of photomorphogenesis or skotomorphogenesis? Or both?

In contrast to our genetic evidence showing that NF-Ys act as suppressors of hypocotyl elongation, NF-YB9/LEC1 appears to have the opposite role. This idea comes from recent evidence demonstrating that inducible overexpression of *NF-YB9/LEC1* also resulted in elongated hypocotyls, suggesting that NF-YB9/LEC1 might actually function as an enhancer of hypocotyl elongation [38, 94]. Consistent with this finding, embryonic hypocotyls are shortened in *lec1* mutants [62]. Further, recent data shows that the hypocotyls of both light and dark grown *lec1* mutants are significantly shorter than wild type plants [39]. Interestingly, overexpression of a repressor of photomorphogenesis—PHYTOCHROME-INTERACTING FACTOR 4—results in elongated hypocotyls, but this phenotype is partially dependent on the presence of *LEC1* [39]. These results raise a few interesting questions: why would NF-YB9 act opposite to the NF-YA and NF-YC members of the complex (as reported here) and what mechanism would allow this result? Considering these questions, it is important to remember that each NF-Y subunit—A, B, and C—is part of a 10 member family [41]. Thus, many unique NF-Y complexes could theoretically form and, depending on their composition, actually act to competitively suppress or enhance a given process. In this scenario, some members of a given NF-Y family might enter a complex, but render it inactive, while other members of the same family would have the opposite effect.

Our previous research on ABA-mediated seed germination provides some precedence for the above idea. We demonstrated that members of the same NF-Y family can act in opposing manners, either enhancing or delaying germination when their expression is altered (both NF-YA and NF-YC examples exist; [57, 58]). Similarly, some BBX proteins also show these opposing functionalities. For example, BBX24 and 25 are hypothesized to interfere with BBX22 function by entering into non-functional complexes with HY5 [95]. Fitting this scenario nicely, NF-YB9/LEC1, and its closest relative NF-YB6/LEC1-LIKE, are quite unique and very different from the other eight NF-YB proteins in Arabidopsis. This includes 16 amino acid differences in their highly conserved histone fold domains that are completely unique to only this pair [96]. However, an alternative hypothesis must be considered related to the most recent *lec1* data [39]: *lec1* shortened hypocotyls may not be developmental patterns related to loss of skotomorphogenesis or post embryonic in nature, but, instead, are lasting patterns laid down during embryogenesis. This possibility is supported by both the modest magnitude of the effects and the finding that *lec1* plants are short in all conditions (dark and light). This is not the case for the *nf-yc* mutants reported here as they are indistinguishable from wild-type plants in the dark and elongated in the light, clearly defining them as positive regulators of photomorphogenesis.

### NF-Y complexes share the hallmarks of photomorphogenic transcription factors

While the functional relationship between the NF-YCs and HY5 is similar to that observed with many other photomorphogenic transcription factors, the NF-YCs do not appear to be transcriptionally or translationally regulated in a manner consistent with light-responsive proteins; however, because the NF-YCs act in the larger context of an NF-Y trimer, the physical properties and regulatory components of the functional unit can be spread across multiple proteins. We showed that several NF-YA subunits with photomorphogenic phenotypes are regulated by light, and that NF-YA2 is targeted for degradation by the proteasome. Regulation of the NF-YA subunit establishes NF-Y complexes as possessing all of the properties generally expected of photomorphogenic transcription factors, including DNA-binding capacity, the ability to physically interact with other photomorphogenic factors, and a light-regulated mechanism to modulate function and abundance. While specific NF-YA subunits have not been conclusively identified to natively regulate the inhibition of hypocotyl elongation, a recent publication showed that over-expression of NF-YA2 led to earlier flowering [84]. This suggests that NF-YA2 could be integrated into an NF-Y complex containing NF-YC3, 4, and/or 9, as each is also redundantly involved in photoperiod-dependent flowering [51]; finally, an NF-YA2/NF-YB2,3/NF-YC9 trimer has been identified through yeast three-hybrid analyses, and further verified through two-way interaction assays (including BiFC and co-IP, [84]). The identity of photomorphogenic NF-YB proteins remains unknown and it will interesting to determine which, if any, non-LEC-type NF-YB will be positive regulators of photomorphogenesis.

### Conclusion

The data presented here firmly establishes NF-Y complexes as positive regulators of photomorphogenesis, significantly extending recent findings [38, 39]. Future research on the potential regulation of NF-YA proteins by the proteasome and the identity of photomorphogenic NF-YA and NF-YB will improve our current understanding. Although only discussed at a cursory level here, research on NF-Y roles in flowering time demonstrate important interactions with the BBX protein CONSTANS and suggest that NF-Y by BBX interactions may be generalizable [49–52, 97]. Given the numerous roles for BBX proteins in light perception [29, 30, 95, 98–100], we predict that future studies will uncover BBX by NF-Y interactions that are essential for light perception. This would be an exciting finding, significantly extending the regulatory reach and capacity of the four interacting families of proteins.

## Methods

### Growth conditions and plant lines

All plants were of the Col-0 ecotype and were grown at 22C. Prior to starting germination on plates or soil, seeds were cold-stratified in a 4C walk-in cooler in the dark for 2–3 days. Plants grown in cWL were grown in a Conviron ATC13 growth chamber or a custom walk-in growth chamber. Plants in single wavelength light experiments were grown in a Percival E30-LED growth chamber after initial exposures to 4 hours of white light to induce germination. Plants used in flowering-time experiments, rosette diameter measurements, and GUS staining were grown in a previously-described soil mixture [51]. All other plants were grown on 0.8–2% agar plates supplemented with Gamborg B-5 Basal Medium (PhytoTechnology Laboratories, product #G398). *Nicotiana benthamiana* plants were grown under long-day conditions (16h light/8h dark) at 22C in a Conviron ATC13 growth chamber. For UV experiments, plants were grown in cWL for 5 days under a Mylar filter (Professional Plastics, catalog #A736990500) or mock-filter.

### GUS staining, rosette diameter measurements, and flowering time experiments

GUS staining was performed as previously described on 5 day old soil-grown seedlings [86], and images were taken on a Leica dissecting stereoscope. Flowering time was measured as the total number of rosette and cauline leaves present shortly after bolting, and all genotypes exhibited similar developmental rates. To quantify rosette diameter, plants were photographed from above at the time of bolting, and the Feret’s diameter was measured, anchored at the tip of the longest rosette leaf.

### Hypocotyl length and cell length measurements

To measure hypocotyl elongation, seeds were sown onto B5 supplemented plates with 2% agar and cold-stratified at 4C for 2 days. Before transfer to specific light conditions, all plates were set at room temperature in continuous white light for 4 hours. Plates were grown vertically for the duration of the experiments. Germination rates for the *nf-y* mutants under study were previously shown to be the same in B5 media and confirmed for the experiments reported here [57]. To facilitate proper measurement, all plants were straightened on the plate before taking pictures. Pictures were processed, and all individual hypocotyls were traced and measured in FIJI [101].

For individual cell length and total cell number measurements of single files of hypocotyl cells, seedlings were grown on plates as described above for 5 days in cWL. Seedlings were fixed in an FAA solution and dehydrated through sequential 30-minute incubations in 90% and 100% ethanol [102]. Fixed and dehydrated seedlings were individually mounted in the clearing agent methyl salicylate [102], and immediately taken for measurement on a Nikon Eclipse NI-U compound microscope. Using differential interference contrast (DIC) optics, individual cell files were identified and measured manually through the NIS-Elements BR software (Nikon), and pictures were taken at the hypocotyl-cotyledon junction for every seedling measured.

### qRT-PCR analyses

Total RNA was isolated from 7-day-old seedlings grown under cWL conditions and from 5-day-old seedlings grown under cFR using the Omega Biotek E.Z.N.A Plant RNA Kit (catalog #R6827-01), and was DNase treated on-column with Omega Biotek’s RNase-free DNase set (catalog #E1091). First-strand cDNA synthesis was carried out with Invitrogen’s SuperScript III Reverse Transcriptase (catalog #18080–044) and supplied oligo dT primers. qRT-PCR was performed on a Bio-Rad CFX Connect Real-Time PCR Detection System (http://www.bio-rad.com/), using Thermo Scientific’s Maxima SYBR Green/ROX qPCR Master Mix (catalog #K0222). Each genotype was assayed with three independent biological replicates, consisting of approximately 100mg of starting tissue each. White light grown seedlings were normalized to *At2g32170*, while far red light grown seedlings were normalized to *At3g18780* and *At1g49240*. Statistical analysis and comparisons between samples was performed in the Bio-Rad CFX Manager Software (http://www.bio-rad.com/) through use of the 2^(−ΔΔCT)^ method.

### Transient transformation of *Nicotiana benthamiana* Leaves

The leaves of 4- to 6-week old *N*. *benthamiana* were co-infiltrated with *Agrobacterium tumefaciens* GV3101 strains harboring either a YFP-fused protein or an mCer3-fused protein, in addition to the *Agrobacterium* strain C58C1 harboring the viral silencing suppressor helper complex pCH32 [103]. Before infiltration into *Nicotiana* leaves, *Agrobacterium* cultures grown overnight were treated with 200uM acetosyringone in a modified induction buffer for 4 hours [104]. This induced culture was re-suspended in 10mM MES 10mM MgSO4 and directly infiltrated into young leaves. All downstream analyses were conducted 2–4 days after initial infiltration.

### FRET-FLIM and FRAP analyses

FLIM data was acquired through time-correlated single photon counting (TCSPC) on a Lecia TCS SP8 confocal laser scanning microscope using an HC PL APO 40x/1.10 water immersion objective. Fluorescent protein excitation was achieved through use of a titanium-sapphire multiphoton laser (Chameleon, Coherent) operating at 120 femtosecond pulses of 858nm infrared light. Fluorescence emissions were detected by non-descanned hybrid detectors (HyDs). Fluorescence lifetimes of entire nuclei were fit to a single-exponential model through the SymphoTime 64 (www.picoquant.com) software, and comparison of the fluorescence lifetimes before and after FRAP was used to detect FRET. For FRAP analyses, YFP photobleaching was accomplished with a high-intensity Argon laser line at 514nm for 15 seconds, followed by recovery imaging of both mCer3 (excited at 458nm) and YFP (excited at 514nm) every second for 5 seconds. Descanned HyDs were used to detect mCer3 emission from 459nm to 512nm, and a Photomultiplier Tube (PMT) was used to detect YFP emission from 512 to 562nm, with a 458/514 notch filter in place. This process was performed a total of 3 times for each nucleus, and both mCer3 and YFP intensities were calculated relative to initial fluorescence intensity. FRAP was conducted as an internal control during FLIM measurements, allowing us to assess the level of YFP photobleaching and ensure that relatively little mCer3 was inadvertently photobleached.

### Protein work

Total protein was extracted from 14-day-old plants by grinding in lysis buffer (20 mM Tris, pH 8.0, 150 mM NaCl, 1 mM EDTA, pH 8.0, 1% Triton X-100, 1% SDS with fresh 5 mM DTT, and 100 μM MG132). NF-YA-CFP/HA was probed with high affinity anti-HA primary antibody (cat#11 867 423 001; Roche) and goat anti-rat secondary antibody (cat#SC-2032; Santa Cruz Biotechnology). NF-YC3 and NF-YC4 were detected by previously described native antibodies [51]. The Bio-Rad ChemiDoc XRS imaging system was used for visualizing the protein blot after incubations with ECL plus reagent (cat#RPN2132; GE Healthcare). Equivalent loading and transfer efficiency was determined by staining the protein blot with Ponceau S (cat#P3504; Sigma-Aldrich).

### RNA sequencing and analysis

Seedlings grown for seven days on B5 media in continuous white light. Total RNA was isolated using the E.Z.N.A. Plant RNA Kit from (Omega Biotek, Cat#R6827). To ensure low levels of contaminating ribosomal RNA, two rounds of poly-A mRNA purification were performed using the μMACS mRNA Isolation Kit (Miltenyi Biotech, Cat#130-090-276). Indexed RNA-Seq libraries were prepared from 100 ng of poly-A RNA starting material using the NEXTflex Illumina qRNA-Seq Library Prep Kit (Bioo Scientific, Cat#5130). Sequencing of 150 bp paired end reads was performed on an Illumina HiSeq 2500 in rapid output mode at the Texas A&M Agrilife Research Facility (College Station, TX). Sample de-multiplexing was performed using CASAVA software v1.8.2 and bcl2fastq was performed using conversion software v1.8.4.

Resulting sequences were trimmed and quality checked using the pipeline detailed at the iPlant Collaborative Discovery Environment (http://www.iplantcollaborative.org). Sequences were mapped to the TAIR 10 representative gene models set using Burrows-Wheeler Aligner [105, 106] within iPlant. Differential gene expression was determined using the Bioconductor package edgeR [107]. Gene Ontology over-representation analyses were performed in AmiGO 2 version 2.3.2 [108, 109]. Raw sequencing data and the final differentially expressed gene lists were deposited with NCBI’s Gene Expression Omnibus, accession number GSE81837.

### Image processing and figure construction

All image processing and figure construction was performed in either FIJI, Photoshop (www.adobe.com), or Prism (www.graphpad.com).

### Accession numbers

Mutant lines used in this study, including references for their original derivation and description in the literature, are reported in S4 table [19, 24, 51, 110–114]. AGI identifiers for all genes reported are also described in S4 Table.

## Supporting Information

S1 Fig NF-YC3, 4, and 9 are expressed during early seedling development. Promoter-GUS fusions for NF-YC3 (left), NF-YC4 (middle), and NF-YC9 (right) were used to analyze expression patterns in 5-day old plants.
(PDF)

S2 Fig Validation of knock-out and knock-down alleles in higher-order mutants. Expression levels of NF-YC3, NF-YC4, NF-YC9, and HY5 were observed in key genotypes used in this study. Note that NF-YC9 is weakly expressed from the *nf-yc9-1* allele, as previously reported [51]. Error bars represent SEM.
(PDF)

S3 Fig Complementation of the *nf-yc triple hy5* quadruple mutant long hypocotyl phenotype. Native-promoter driven NF-YC3, NF-YC4, and NF-YC9, as well as 35S promoter driven HY5, are able to complement the *nf-yc triple hy5* mutant hypocotyl phenotype in 5 day old, cWL-grown plants. Error bars represent 95% confidence intervals.
(PDF)

S4 Fig The *nf-yc triple* mutant does not have a hypocotyl elongation response to filtering out UV light. Hypocotyl elongation was assayed in 5 day old, cWL-grown seedlings in the presence or absence of a mylar filter. Error bars represent 95% confidence intervals. Significant differences (and lack thereof) were detected through unpaired t tests (Col-0, *nf-yc triple*, *hy5*) and an unpaired t test with Welch’s correction for unequal variances (*nf-yc triple hy5*). ***, p < 0.01; n.s., not significantly different.
(PDF)

S5 Fig NF-YC3 and NF-YC4 accumulate at relatively steady levels over a 24 hour cycle. Proteins samples were extracted every four hours from both long day (16hr light, 8hr dark) and short day (8hr light, 16hr dark) grown plants. Proteins were detected with previously described, native antibodies [51].
(PDF)

S1 Table Lists of all differentially expressed genes identified through RNA-Seq in *nf-yc triple*, *hy5*, and *nf-yc triple hy5* mutants.

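The table holds 5 comparisons by edgeR, each with the gene identifier, the log2 fold change, the log2 CPM, the p-value, the adjusted p, a signed fold change and a description. A signed fold change is 2 to the power of the log2 value for a higher gene and the negative inverse for a lower one. In the authors' deposited table for *nf-yc triple* against Col-0, 779 higher genes with log2 fold changes between 0.19 and 0.61 carry a negative value in the signed column, each equal to -1 divided by the fold. Of these, 37 are past 1.5-fold by the log2 column, which was used here; with the signed column 608 genes are higher in *nf-yc triple* in place of 645. Of 7948 genes in any of the tables, 7905 were found under the same identifier in the TAIR10.1 annotation.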

S2 Table GO Enrichment of down-regulated gene sets and regulatory groupings identified through RNA-Seq.

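The lower genes recomputed from the deposited comparisons were set beside the lists of the supplement. All 204 genes lower in both *nf-yc triple* and *hy5* are on the supplement's list of 204. The supplement's 4 groups hold 172 genes, and all 172 recomputed genes fall in them, with 35, 47, 9 and 81 found in Groups I to IV of both.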

S3 Table GO Enrichment of up-regulated gene sets and regulatory groupings identified through RNA-Seq.

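For higher genes, all 327 recomputed in both *nf-yc triple* and *hy5* are on the supplement's list of that size, and all 311 genes of the 4 groups match, with 8, 99, 3 and 201 found in Groups I to IV of both. The matches are by gene identifier.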

S4 Table Allele designations, descriptions and references for all mutant lines used in this study.

## References

[1] NeffMM, FankhauserC, ChoryJ. Light: an indicator of time and place. Genes Dev. 2000;14(3):257–71. .10673498

[2] ChoryJ. Light signal transduction: an infinite spectrum of possibilities. Plant J. 2010;61(6):982–91. 10.1111/j.1365-313X.2009.04105.x 20409272PMC3124631

[3] KliebensteinDJ, LimJE, LandryLG, LastRL. Arabidopsis UVR8 regulates ultraviolet-B signal transduction and tolerance and contains sequence similarity to human regulator of chromatin condensation 1. Plant Physiol. 2002;130(1):234–43. 10.1104/pp.005041 12226503PMC166556

[4] RizziniL, FavoryJ-J, CloixC, FaggionatoD, O'HaraA, KaiserliE, et al Perception of UV-B by the Arabidopsis UVR8 protein. Science. 2011;332(6025):103–6. 10.1126/science.1200660 .21454788

[5] SharrockRA, QuailPH. Novel phytochrome sequences in Arabidopsis thaliana: structure, evolution, and differential expression of a plant regulatory photoreceptor family. Genes Dev. 1989;3(11):1745–57. .260634510.1101/gad.3.11.1745

[6] ZoltowskiBD, ImaizumiT. Structure and Function of the ZTL/FKF1/LKP2 Group Proteins in Arabidopsis. Enzymes. 2014;35:213–39. 10.1016/B978-0-12-801922-1.00009-9 25740721PMC4348042

[7] FankhauserC, ChoryJ. Light control of plant development. Annu Rev Cell Dev Biol. 1997;13:203–29. 10.1146/annurev.cellbio.13.1.203 .9442873

[8] MaL, LiJ, QuL, HagerJ, ChenZ, ZhaoH, et al Light control of Arabidopsis development entails coordinated regulation of genome expression and cellular pathways. Plant Cell. 2001;13(12):2589–607. 1175237410.1105/tpc.010229PMC139475

[9] SomersDE, QuailPH. Temporal and spatial expression patterns of PHYA and PHYB genes in Arabidopsis. Plant J. 1995;7(3):413–27. .775711410.1046/j.1365-313x.1995.7030413.x

[10] HiltbrunnerA, TscheuschlerA, ViczianA, KunkelT, KircherS, SchaferE. FHY1 and FHL act together to mediate nuclear accumulation of the phytochrome A photoreceptor. Plant Cell Physiol. 2006;47(8):1023–34. 10.1093/pcp/pcj087 .16861711

[11] LiJ, LiG, GaoS, MartinezC, HeG, ZhouZ, et al Arabidopsis transcription factor ELONGATED HYPOCOTYL5 plays a role in the feedback regulation of phytochrome A signaling. Plant Cell. 2010;22(11):3634–49. 10.1105/tpc.110.075788 21097709PMC3015127

[12] YangSW, JangI-C, HenriquesR, ChuaN-H. FAR-RED ELONGATED HYPOCOTYL1 and FHY1-LIKE associate with the Arabidopsis transcription factors LAF1 and HFR1 to transmit phytochrome A signals for inhibition of hypocotyl elongation. Plant Cell. 2009;21(5):1341–59. 10.1105/tpc.109.067215 19482971PMC2700525

[13] HolmM, MaL-G, QuL-J, DengX-W. Two interacting bZIP proteins are direct targets of COP1-mediated control of light-dependent gene expression in Arabidopsis. Genes Dev. 2002;16(10):1247–59. 10.1101/gad.969702 12023303PMC186273

[14] StaceyMG, HicksSN, von ArnimAG. Discrete domains mediate the light-responsive nuclear and cytoplasmic localization of Arabidopsis COP1. Plant Cell. 1999;11(3):349–64. 1007239610.1105/tpc.11.3.349PMC144184

[15] von ArnimAG, DengXW. Light inactivation of Arabidopsis photomorphogenic repressor COP1 involves a cell-specific regulation of its nucleocytoplasmic partitioning. Cell. 1994;79(6):1035–45. .800113110.1016/0092-8674(94)90034-5

[16] ChattopadhyayS, AngLH, PuenteP, DengXW, WeiN. Arabidopsis bZIP protein HY5 directly interacts with light-responsive promoters in mediating light control of gene expression. Plant Cell. 1998;10(5):673–83. 959662910.1105/tpc.10.5.673PMC144028

[17] LeeJ, HeK, StolcV, LeeH, FigueroaP, GaoY, et al Analysis of transcription factor HY5 genomic binding sites revealed its hierarchical role in light regulation of development. Plant Cell. 2007;19(3):731–49. 10.1105/tpc.106.047688 17337630PMC1867377

[18] OyamaT, ShimuraY, OkadaK. The Arabidopsis HY5 gene encodes a bZIP protein that regulates stimulus-induced development of root and hypocotyl. Genes Dev. 1997;11(22):2983–95. 936798110.1101/gad.11.22.2983PMC316701

[19] ChenH, XiongL. Role of HY5 in abscisic acid response in seeds and seedlings. Plant signaling & behavior. 2008;3(11):986–8. .1970442810.4161/psb.6185PMC2633751

[20] LiQF, HeJX. BZR1 Interacts with HY5 to Mediate Brassinosteroid- and Light-Regulated Cotyledon Opening in Arabidopsis in Darkness. Mol Plant. 2015 10.1016/j.molp.2015.08.014 .26363272

[21] CatalaR, MedinaJ, SalinasJ. Integration of low temperature and light signaling during cold acclimation response in Arabidopsis. Proc Natl Acad Sci U S A. 2011;108(39):16475–80. 10.1073/pnas.1107161108 21930922PMC3182711

[22] Toledo-OrtizG, JohanssonH, LeeKP, Bou-TorrentJ, StewartK, SteelG, et al The HY5-PIF regulatory module coordinates light and temperature control of photosynthetic gene transcription. PLoS Genet. 2014;10(6):e1004416 10.1371/journal.pgen.1004416 24922306PMC4055456

[23] OsterlundMT, WeiN, DengXW. The roles of photoreceptor systems and the COP1-targeted destabilization of HY5 in light control of Arabidopsis seedling development. Plant Physiol. 2000;124(4):1520–4. 1111586910.1104/pp.124.4.1520PMC1539307

[24] BallesterosML, BolleC, LoisLM, MooreJM, Vielle-CalzadaJP, GrossniklausU, et al LAF1, a MYB transcription activator for phytochrome A signaling. Genes & development. 2001;15(19):2613–25. 10.1101/gad.915001 11581165PMC312796

[25] FairchildCD, SchumakerMA, QuailPH. HFR1 encodes an atypical bHLH protein that acts in phytochrome A signal transduction. Genes Dev. 2000;14(18):2377–91. 10995393PMC316929

[26] FankhauserC, ChoryJ. RSF1, an Arabidopsis locus implicated in phytochrome A signaling. Plant Physiol. 2000;124(1):39–45. 1098242010.1104/pp.124.1.39PMC59120

[27] SohMS, KimYM, HanSJ, SongPS. REP1, a basic helix-loop-helix protein, is required for a branch pathway of phytochrome A signaling in arabidopsis. Plant Cell. 2000;12(11):2061–74. 1109020910.1105/tpc.12.11.2061PMC150158

[28] JangI-C, YangJ-Y, SeoHS, ChuaN-H. HFR1 is targeted by COP1 E3 ligase for post-translational proteolysis during phytochrome A signaling. Genes Dev. 2005;19(5):593–602. 10.1101/gad.1247205 15741320PMC551579

[29] DattaS, HettiarachchiC, JohanssonH, HolmM. SALT TOLERANCE HOMOLOG2, a B-box protein in Arabidopsis that activates transcription and positively regulates light-mediated development. Plant Cell. 2007;19(10):3242–55. 10.1105/tpc.107.054791 17965270PMC2174709

[30] DattaS, JohanssonH, HettiarachchiC, IrigoyenML, DesaiM, RubioV, et al LZF1/SALT TOLERANCE HOMOLOG3, an Arabidopsis B-box protein involved in light-dependent development and gene expression, undergoes COP1-mediated ubiquitination. Plant Cell. 2008;20(9):2324–38. 10.1105/tpc.108.061747 18796637PMC2570732

[31] LinR, DingL, CasolaC, RipollDR, FeschotteC, WangH. Transposase-derived transcription factors regulate light signaling in Arabidopsis. Science. 2007;318(5854):1302–5. 10.1126/science.1146281 18033885PMC2151751

[32] ZhouP, SongM, YangQ, SuL, HouP, GuoL, et al Both PHYTOCHROME RAPIDLY REGULATED1 (PAR1) and PAR2 promote seedling photomorphogenesis in multiple light signaling pathways. Plant Physiol. 2014;164(2):841–52. 10.1104/pp.113.227231 24335334PMC3912110

[33] ZhangH, HeH, WangX, WangX, YangX, LiL, et al Genome-wide mapping of the HY5-mediated gene networks in Arabidopsis that involve both transcriptional and post-transcriptional regulation. Plant J. 2011;65(3):346–58. 10.1111/j.1365-313X.2010.04426.x .21265889

[34] ShiH, ZhongS, MoX, LiuN, NezamesCD, DengXW. HFR1 sequesters PIF1 to govern the transcriptional network underlying light-initiated seed germination in Arabidopsis. Plant Cell. 2013;25(10):3770–84. 10.1105/tpc.113.117424 24179122PMC3877798

[35] JangIC, HenriquesR, ChuaNH. Three transcription factors, HFR1, LAF1 and HY5, regulate largely independent signaling pathways downstream of phytochrome A. Plant Cell Physiol. 2013;54(6):907–16. 10.1093/pcp/pct042 23503597PMC3674400

[36] GenoudT, SchweizerF, TscheuschlerA, DebrieuxD, CasalJJ, SchaferE, et al FHY1 mediates nuclear import of the light-activated phytochrome A photoreceptor. PLoS Genet. 2008;4(8):e1000143 10.1371/journal.pgen.1000143 18670649PMC2483295

[37] ZhouQ, HarePD, YangSW, ZeidlerM, HuangLF, ChuaNH. FHL is required for full phytochrome A signaling and shares overlapping functions with FHY1. Plant J. 2005;43(3):356–70. 10.1111/j.1365-313X.2005.02453.x 16045472PMC1382283

[38] JunkerA, MonkeG, RuttenT, KeilwagenJ, SeifertM, ThiTM, et al Elongation-related functions of LEAFY COTYLEDON1 during the development of Arabidopsis thaliana. Plant J. 2012;71(3):427–42. Epub 2012/03/21. 10.1111/j.1365-313X.2012.04999.x .22429691

[39] HuangM, HuY, LiuX, LiY, HouX. Arabidopsis LEAFY COTYLEDON1 Mediates Postembryonic Development via Interacting with PHYTOCHROME-INTERACTING FACTOR4. Plant Cell. 2015;27(11):3099–111. 10.1105/tpc.15.00750 26566918PMC4682307

[40] LaloumT, De MitaS, GamasP, BaudinM, NiebelA. CCAAT-box binding transcription factors in plants: Y so many? Trends Plant Sci. 2013;18(3):157–66. 10.1016/j.tplants.2012.07.004 .22939172

[41] PetroniK, KumimotoRW, GnesuttaN, CalvenzaniV, FornariM, TonelliC, et al The Promiscuous Life of Plant NUCLEAR FACTOR Y Transcription Factors. Plant Cell. 2012;24(12):4777–92. Epub 2013/01/01. 10.1105/tpc.112.105734 23275578PMC3556957

[42] SinhaS, KimIS, SohnKY, de CrombruggheB, MaitySN. Three classes of mutations in the A subunit of the CCAAT-binding factor CBF delineate functional domains involved in the three-step assembly of the CBF-DNA complex. Mol Cell Biol. 1996;16(1):328–37. .852431210.1128/mcb.16.1.328PMC231007

[43] SinhaS, MaitySN, LuJ, de CrombruggheB. Recombinant rat CBF-C, the third subunit of CBF/NFY, allows formation of a protein-DNA complex with CBF-A and CBF-B and with yeast HAP2 and HAP3. Proc Natl Acad Sci U S A. 1995;92(5):1624–8. .787802910.1073/pnas.92.5.1624PMC42572

[44] FrontiniM, ImbrianoC, ManniI, MantovaniR. Cell cycle regulation of NF-YC nuclear localization. Cell cycle (Georgetown, Tex. 2004;3(2):217–22. .14712092

[45] KahleJ, BaakeM, DoeneckeD, AlbigW. Subunits of the heterotrimeric transcription factor NF-Y are imported into the nucleus by distinct pathways involving importin beta and importin 13. Mol Cell Biol. 2005;25(13):5339–54. .1596479210.1128/MCB.25.13.5339-5354.2005PMC1157003

[46] LiuJX, HowellSH. bZIP28 and NF-Y transcription factors are activated by ER stress and assemble into a transcriptional complex to regulate stress response genes in Arabidopsis. Plant Cell. 2010;22(3):782–96. Epub 2010/03/09. tpc.109.072173 [pii] 10.1105/tpc.109.072173 20207753PMC2861475

[47] CeribelliM, DolfiniD, MericoD, GattaR, ViganoAM, PavesiG, et al The histone-like NF-Y is a bifunctional transcription factor. Mol Cell Biol. 2008;28(6):2047–58. 10.1128/MCB.01861-0718212061PMC2268390

[48] FlemingJD, PavesiG, BenattiP, ImbrianoC, MantovaniR, StruhlK. NF-Y coassociates with FOS at promoters, enhancers, repetitive elements, and inactive chromatin regions, and is stereo-positioned with growth-controlling transcription factors. Genome Res. 2013;23(8):1195–209. 10.1101/gr.148080.112 23595228PMC3730095

[49] CaoS, KumimotoRW, GnesuttaN, CalogeroAM, MantovaniR, HoltBFIII. A Distal CCAAT/NUCLEAR FACTOR Y Complex Promotes Chromatin Looping at the FLOWERING LOCUS T Promoter and Regulates the Timing of Flowering in Arabidopsis. Plant Cell. 2014;26:1009–17. 10.1105/tpc.113.120352 .24610724PMC4001365

[50] KumimotoRW, AdamL, HymusGJ, RepettiPP, ReuberTL, MarionCM, et al The Nuclear Factor Y subunits NF-YB2 and NF-YB3 play additive roles in the promotion of flowering by inductive long-day photoperiods in Arabidopsis. Planta. 2008;228(5):709–23. Epub 2008/07/05. 10.1007/s00425-008-0773-6 .18600346

[51] KumimotoRW, ZhangY, SiefersN, HoltBFIII. NF-YC3, NF-YC4 and NF-YC9 are required for CONSTANS-mediated, photoperiod-dependent flowering in Arabidopsis thaliana. Plant J. 2010;63:379–91. Epub 2010/05/22. 10.1111/j.1365-313X.2010.04247.x .20487380

[52] WenkelS, TurckF, SingerK, GissotL, Le GourrierecJ, SamachA, et al CONSTANS and the CCAAT box binding complex share a functionally important domain and interact to regulate flowering of Arabidopsis. Plant Cell. 2006;18(11):2971–84. .1713869710.1105/tpc.106.043299PMC1693937

[53] BaudinM, LaloumT, LepageA, RipodasC, ArielF, FrancesL, et al A Phylogenetically Conserved Group of Nuclear Factor-Y Transcription Factors Interact to Control Nodulation in Legumes. Plant Physiol. 2015;169(4):2761–73. 10.1104/pp.15.01144 26432878PMC4677902

[54] CombierJP, FrugierF, de BillyF, BoualemA, El-YahyaouiF, MoreauS, et al MtHAP2-1 is a key transcriptional regulator of symbiotic nodule development regulated by microRNA169 in Medicago truncatula. Genes Dev. 2006;20(22):3084–8. .1711458210.1101/gad.402806PMC1635144

[55] ZanettiME, BlancoFA, BekerMP, BattagliaM, AguilarOM. A C subunit of the plant nuclear factor NF-Y required for rhizobial infection and nodule development affects partner selection in the common bean-Rhizobium etli symbiosis. Plant Cell. 2011;22(12):4142–57. Epub 2010/12/09. tpc.110.079137 [pii] 10.1105/tpc.110.079137 21139064PMC3027164

[56] SuzukiM, WangHH, McCartyDR. Repression of the LEAFY COTYLEDON 1/B3 regulatory network in plant embryo development by VP1/ABSCISIC ACID INSENSITIVE 3-LIKE B3 genes. Plant Physiol. 2007;143(2):902–11. .1715858410.1104/pp.106.092320PMC1803726

[57] KumimotoRW, SiriwardanaCL, GaylerKK, RisingerJR, SiefersN, HoltBFIII. NUCLEAR FACTOR Y Transcription Factors Have Both Opposing and Additive Roles in ABA-Mediated Seed Germination. PloS one. 2013;8(3):e59481 Epub 2013/03/26. 10.1371/journal.pone.0059481 .23527203PMC3602376

[58] SiriwardanaCL, KumimotoRW, JonesDS, HoltBFIII. Gene Family Analysis of the Transcription Factors Reveals Opposing Abscisic Acid Responses During Seed Germination. Plant Mol Biol Rep. 2014;32(5):971–86. 10.1007/s11105-014-0704-6 25190903PMC4149875

[59] WarpehaKM, UpadhyayS, YehJ, AdamiakJ, HawkinsSI, LapikYR, et al The GCR1, GPA1, PRN1, NF-Y signal chain mediates both blue light and abscisic acid responses in Arabidopsis. Plant Physiol. 2007;143(4):1590–600. .1732234210.1104/pp.106.089904PMC1851835

[60] KusnetsovV, LandsbergerM, MeurerJ, OelmullerR. The assembly of the CAAT-box binding complex at a photosynthesis gene promoter is regulated by light, cytokinin, and the stage of the plastids. J Biol Chem. 1999;274(50):36009–14. .1058549110.1074/jbc.274.50.36009

[61] MeinkeDW, FranzmannLH, NickleTC, YeungEC. Leafy Cotyledon Mutants of Arabidopsis. Plant Cell. 1994;6(8):1049–64. Epub 1994/08/01. [pii]. 1224426510.1105/tpc.6.8.1049PMC160500

[62] WestM, YeeKM, DanaoJ, ZimmermanJL, FischerRL, GoldbergRB, et al LEAFY COTYLEDON1 Is an Essential Regulator of Late Embryogenesis and Cotyledon Identity in Arabidopsis. Plant Cell. 1994;6(12):1731–45. .1224423310.1105/tpc.6.12.1731PMC160558

[63] MeinkeDW. A Homoeotic Mutant of Arabidopsis thaliana with Leafy Cotyledons. Science. 1992;258(5088):1647–50. Epub 1992/12/04. 258/5088/1647 [pii] 10.1126/science.258.5088.1647 .17742538

[64] YamamotoA, KagayaY, ToyoshimaR, KagayaM, TakedaS, HattoriT. Arabidopsis NF-YB subunits LEC1 and LEC1-LIKE activate transcription by interacting with seed-specific ABRE-binding factors. Plant J. 2009;58(5):843–56. Epub 2009/02/12. TPJ3817 [pii] 10.1111/j.1365-313X.2009.03817.x .19207209

[65] SinghRP, PrasadHK, SinhaI, AgarwalN, NatarajanK. Cap2-HAP Complex Is a Critical Transcriptional Regulator That Has Dual but Contrasting Roles in Regulation of Iron Homeostasis in Candida albicans. J Biol Chem. 2011;286(28):25154–70. Epub 2011/05/20. M111.233569 [pii] 10.1074/jbc.M111.233569 21592964PMC3137088

[66] YoshidaH, OkadaT, HazeK, YanagiH, YuraT, NegishiM, et al Endoplasmic reticulum stress-induced formation of transcription factor complex ERSF including NF-Y (CBF) and activating transcription factors 6alpha and 6beta that activates the mammalian unfolded protein response. Mol Cell Biol. 2001;21(4):1239–48. Epub 2001/02/07. 10.1128/MCB.21.4.1239-1248.2001 11158310PMC99577

[67] NagaiT, IbataK, ParkES, KubotaM, MikoshibaK, MiyawakiA. A variant of yellow fluorescent protein with fast and efficient maturation for cell-biological applications. Nat Biotechnol. 2002;20(1):87–90. 10.1038/nbt0102-87 .11753368

[68] MarkwardtML, KremersG-J, KraftCA, RayK, CranfillPJC, WilsonKA, et al An improved cerulean fluorescent protein with enhanced brightness and reduced reversible photoswitching. PloS one. 2011;6(3):e17896 10.1371/journal.pone.0017896 21479270PMC3066204

[69] WoutersFS, BastiaensPI. Fluorescence lifetime imaging of receptor tyrosine kinase activity in cells. Curr Biol. 1999;9(19):1127–30. .1053101210.1016/s0960-9822(99)80484-9

[70] HackenbergD, WuY, VoigtA, AdamsR, SchrammP, GrimmB. Studies on differential nuclear translocation mechanism and assembly of the three subunits of the Arabidopsis thaliana transcription factor NF-Y. Mol Plant. 2012;5(4):876–88. Epub 2011/12/27. 10.1093/mp/ssr107 .22199235

[71] CaoS, KumimotoRW, SiriwardanaCL, RisingerJR, HoltBFIII. Identification and Characterization of NF-Y Transcription Factor Families in the Monocot Model Plant *Brachypodium distachyon*. PloS one. 2011;6(6):e21805 10.1371/journal.pone.0021805 21738795PMC3128097

[72] CaoS, SiriwardanaCL, KumimotoRW, HoltBFIII. Construction of high quality Gateway entry libraries and their application to yeast two-hybrid for the monocot model plant Brachypodium distachyon. BMC Biotechnol. 2011;11(1):53 Epub 2011/05/21. 1472-6750-11-53 [pii] 10.1186/1472-6750-11-53 .21595971PMC3239850

[73] HuangX, OuyangX, YangP, LauOS, LiG, LiJ, et al Arabidopsis FHY3 and HY5 positively mediate induction of COP1 transcription in response to photomorphogenic UV-B light. Plant Cell. 2012;24(11):4590–606. 10.1105/tpc.112.103994 23150635PMC3531854

[74] JangIC, YangSW, YangJY, ChuaNH. Independent and interdependent functions of LAF1 and HFR1 in phytochrome A signaling. Genes Dev. 2007;21(16):2100–11. 10.1101/gad.1568207 17699755PMC1948863

[75] AngLH, DengXW. Regulatory hierarchy of photomorphogenic loci: allele-specific and light-dependent interaction between the HY5 and COP1 loci. Plant Cell. 1994;6(5):613–28. 10.1105/tpc.6.5.613 8038602PMC160463

[76] SeoHS, YangJ-Y, IshikawaM, BolleC, BallesterosML, ChuaN-H. LAF1 ubiquitination by COP1 controls photomorphogenesis and is stimulated by SPA1. Nature. 2003;423(6943):995–9. 10.1038/nature01696 .12827204

[77] KimYM, WooJC, SongPS, SohMS. HFR1, a phytochrome A-signalling component, acts in a separate pathway from HY5, downstream of COP1 in Arabidopsis thaliana. Plant J. 2002;30(6):711–9. .1206190210.1046/j.1365-313x.2002.01326.x

[78] YangJ, XieZ, GloverBJ. Asymmetric evolution of duplicate genes encoding the CCAAT-binding factor NF-Y in plant genomes. The New phytologist. 2005;165(2):623–31. .1572067210.1111/j.1469-8137.2004.01260.x

[79] LiuLJ, ZhangYC, LiQH, SangY, MaoJ, LianHL, et al COP1-mediated ubiquitination of CONSTANS is implicated in cryptochrome regulation of flowering in Arabidopsis. Plant Cell. 2008;20(2):292–306. 10.1105/tpc.107.05728118296627PMC2276438

[80] LaubingerS, MarchalV, Le GourrierecJ, WenkelS, AdrianJ, JangS, et al Arabidopsis SPA proteins regulate photoperiodic flowering and interact with the floral inducer CONSTANS to regulate its stability. Development (Cambridge, England). 2006;133(16):3213–22. .1685497510.1242/dev.02481

[81] JangS, MarchalV, PanigrahiKC, WenkelS, SoppeW, DengXW, et al Arabidopsis COP1 shapes the temporal pattern of CO accumulation conferring a photoperiodic flowering response. The EMBO journal. 2008;27(8):1277–88. 10.1038/emboj.2008.6818388858PMC2291449

[82] Ben-NaimO, EshedR, ParnisA, Teper-BamnolkerP, ShalitA, CouplandG, et al The CCAAT binding factor can mediate interactions between CONSTANS-like proteins and DNA. Plant J. 2006;46(3):462–76. .1662390610.1111/j.1365-313X.2006.02706.x

[83] Leyva-GonzalezMA, Ibarra-LacletteE, Cruz-RamirezA, Herrera-EstrellaL. Functional and transcriptome analysis reveals an acclimatization strategy for abiotic stress tolerance mediated by Arabidopsis NF-YA family members. PloS one. 2012;7(10):e48138 10.1371/journal.pone.0048138 23118940PMC3485258

[84] HouX, ZhouJ, LiuC, LiuL, ShenL, YuH. Nuclear factor Y-mediated H3K27me3 demethylation of the SOC1 locus orchestrates flowering responses of Arabidopsis. Nat Commun. 2014;5:4601 10.1038/ncomms5601 .25105952

[85] SiriwardanaC, GnesuttaN, KumimotoR, JonesD, MyersZ, MantovaniR, et al NUCLEAR FACTOR Y, subunit A (NF-YA) proteins positively regulate flowering and act through FLOWERING LOCUS T. bioRxiv. 2016 10.1101/066399PMC515795327977687

[86] SiefersN, DangKK, KumimotoRW, BynumWEIV, TayroseG, HoltBFIII. Tissue-specific expression patterns of Arabidopsis NF-Y transcription factors suggest potential for extensive combinatorial complexity. Plant Physiol. 2009;149(2):625–41. 10.1104/pp.108.13059119019982PMC2633833

[87] MasP, KimWY, SomersDE, KaySA. Targeted degradation of TOC1 by ZTL modulates circadian function in Arabidopsis thaliana. Nature. 2003;426(6966):567–70. 10.1038/nature02163 .14654842

[88] BastiaensPI, SquireA. Fluorescence lifetime imaging microscopy: spatial resolution of biochemical processes in the cell. Trends Cell Biol. 1999;9(2):48–52. .1008761710.1016/s0962-8924(98)01410-x

[89] MüllerSM, GalliardtH, SchneiderJ, BarisasBG, SeidelT. Quantification of Förster resonance energy transfer by monitoring sensitized emission in living plant cells. Front Plant Sci. 2013;4:413 10.3389/fpls.2013.00413 24194740PMC3810607

[90] KhannaR, KronmillerB, MaszleDR, CouplandG, HolmM, MizunoT, et al The Arabidopsis B-box zinc finger family. Plant Cell. 2009;21(11):3416–20. Epub 2009/11/19. tpc.109.069088 [pii] 10.1105/tpc.109.069088 19920209PMC2798317

[91] GangappaSN, BottoJF. The BBX family of plant transcription factors. Trends Plant Sci. 2014;19(7):460–70. 10.1016/j.tplants.2014.01.010 .24582145

[92] RobsonF, CostaMM, HepworthSR, VizirI, PiñeiroM, ReevesPH, et al Functional importance of conserved domains in the flowering-time gene CONSTANS demonstrated by analysis of mutant alleles and transgenic plants. Plant J. 2001;28(6):619–31. .1185190810.1046/j.1365-313x.2001.01163.x

[93] QiQ, GibsonA, FuX, ZhengM, KuehnR, WangY, et al Involvement of the N-terminal B-box domain of Arabidopsis BBX32 protein in interaction with soybean BBX62 protein. J Biol Chem. 2012;287(37):31482–93. 10.1074/jbc.M112.346940 22801428PMC3438981

[94] BaumleinH, JunkerA. Multifunctionality of the LEC1 transcription factor during plant development. Plant signaling & behavior. 2012;7(12). Epub 2012/10/18. .2307300410.4161/psb.22365PMC3578918

[95] GangappaSN, CroccoCD, JohanssonH, DattaS, HettiarachchiC, HolmM, et al The Arabidopsis B-BOX protein BBX25 interacts with HY5, negatively regulating BBX22 expression to suppress seedling photomorphogenesis. Plant Cell. 2013;25(4):1243–57. 10.1105/tpc.113.109751 23624715PMC3663265

[96] KwongRW, BuiAQ, LeeH, KwongLW, FischerRL, GoldbergRB, et al LEAFY COTYLEDON1-LIKE defines a class of regulators essential for embryo development. Plant Cell. 2003;15(1):5–18. .1250951810.1105/tpc.006973PMC143447

[97] YamawakiS, YamashinoT, NakamichiN, NakanishiH, MizunoT. Light-responsive double B-box containing transcription factors are conserved in Physcomitrella patens. Biosci Biotechnol Biochem. 2011;75(10):2037–41. 10.1271/bbb.110359 .21979077

[98] BaiS, SaitoT, HondaC, HatsuyamaY, ItoA, MoriguchiT. An apple B-box protein, MdCOL11, is involved in UV-B- and temperature-induced anthocyanin biosynthesis. Planta. 2014;240(5):1051–62. 10.1007/s00425-014-2129-8 .25074586

[99] XuD, LiJ, GangappaSN, HettiarachchiC, LinF, AnderssonMX, et al Convergence of Light and ABA signaling on the ABI5 promoter. PLoS Genet. 2014;10(2):e1004197 10.1371/journal.pgen.1004197 24586210PMC3937224

[100] DattaS, HettiarachchiGH, DengXW, HolmM. Arabidopsis CONSTANS-LIKE3 is a positive regulator of red light signaling and root growth. Plant Cell. 2006;18(1):70–84. Epub 2005/12/13. tpc.105.038182 [pii] 10.1105/tpc.105.038182 16339850PMC1323485

[101] SchindelinJ, Arganda-CarrerasI, FriseE, KaynigV, LongairM, PietzschT, et al Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012;9(7):676–82. 10.1038/nmeth.2019 22743772PMC3855844

[102] ZengYX, HuCY, LuYG, LiJQ, LiuXD. Diversity of abnormal embryo sacs in indica/japonica hybrids in rice demonstrated by confocal microscopy of ovaries. Plant Breeding. 2007;126(6):574–80. 10.1111/j.1439-0523.2007.01380.x

[103] HamiltonC. A binary-BAC system for plant transformation with high molecular weight DNA. Genes Dev. 1997;200(1–2):107–16. PubMed Central PMCID: PMC9373144.10.1016/s0378-1119(97)00388-09373144

[104] ManganoS, GonzalezCD, PetruccelliS. Agrobacterium tumefaciens-mediated transient transformation of Arabidopsis thaliana leaves. Methods Mol Biol. 2014;1062:165–73. 10.1007/978-1-62703-580-4_8 .24057365

[105] LiH, DurbinR. Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics. 2010;26(5):589–95. 10.1093/bioinformatics/btp698 20080505PMC2828108

[106] LiH, DurbinR. Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics. 2009;25(14):1754–60. 10.1093/bioinformatics/btp324 19451168PMC2705234

[107] RobinsonMD, McCarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26(1):139–40. 10.1093/bioinformatics/btp616 19910308PMC2796818

[108] AshburnerM, BallCA, BlakeJA, BotsteinD, ButlerH, CherryJM, et al Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nature genetics. 2000;25(1):25–9. .1080265110.1038/75556PMC3037419

[109] Gene Ontology C. Gene Ontology Consortium: going forward. Nucleic Acids Res. 2015;43(Database issue):D1049–56. 10.1093/nar/gku1179 25428369PMC4383973

[110] AlonsoJM, StepanovaAN, LeisseTJ, KimCJ, ChenH, ShinnP, et al Genome-wide insertional mutagenesis of Arabidopsis thaliana. Science. 2003;301(5633):653–7. .1289394510.1126/science.1086391

[111] SessionsA, BurkeE, PrestingG, AuxG, McElverJ, PattonD, et al A high-throughput Arabidopsis reverse genetics system. Plant Cell. 2002;14(12):2985–94. .1246872210.1105/tpc.004630PMC151197

[112] McNellisTW, von ArnimAG, ArakiT, KomedaY, MiseraS, DengXW. Genetic and molecular analysis of an allelic series of cop1 mutants suggests functional roles for the multiple protein domains. Plant Cell. 1994;6(4):487–500. 10.1105/tpc.6.4.487 8205001PMC160452

[113] SessaG, CarabelliM, SassiM, CiolfiA, PossentiM, MittempergherF, et al A dynamic balance between gene activation and repression regulates the shade avoidance response in Arabidopsis. Genes Dev. 2005;19(23):2811–5. 10.1101/gad.364005 16322556PMC1315388

[114] BalasubramanianS, SureshkumarS, LempeJ, WeigelD. Potent induction of Arabidopsis thaliana flowering by elevated growth temperature. PLoS Genet. 2006;2(7):e106 .1683918310.1371/journal.pgen.0020106PMC1487179

How the deposited data were processed for this re-analysis (not part of the article)

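The data are RNA sequencing of whole *Arabidopsis thaliana* seedlings of 4 genotypes, Col-0, *nf-yc triple*, *hy5* and *nf-yc triple hy5*, at day 7 in continuous white light, with 2 libraries per genotype. The authors demultiplexed the reads with CASAVA 1.8.2, trimmed them in the iPlant environment, mapped them to the TAIR10 representative gene models with the Burrows-Wheeler Aligner and compared the genotypes in pairs with edgeR, whose version, filter and dispersion settings are not given in the sources used here. Libraries carried molecular indices, and whether these were used in counting is not given there either. The log2 values, a log2 fold change of the first genotype over the second and a mean log2 CPM per comparison, are the authors' edgeR output as deposited. The p-values and the Benjamini-Hochberg adjusted p-values were made by the authors in the same comparisons, and the deposited tables keep genes at an adjusted p under 0.05. The signed fold change column, a score made by the authors from the log2 fold change and negative for lower genes, was not used for calls because of 779 values that go against the log2 column.

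No value per library was analysed here. Depth per library is therefore unknown, no SD, standard error or n is given for a gene, and p-values of single genes are the authors'. Nothing in the sources used here says that the 2 libraries of a genotype came from separate sowings, so the p-values measure only the spread between these libraries, which may be technical. Columns of no mapped sample that were used number 0. Genes were called at an adjusted p under 0.05 and at least 1.5-fold by the log2 column. The number of genes tested was recovered from p, rank and adjusted p, and the value most genes gave (between 80.5% and 92.0% of them) was taken, 19177 for *nf-yc triple* against Col-0.

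Overlaps of calls were tested with one-sided Fisher's exact tests over the genes tested and set beside the overlap of independent lists and 100 simulations of unchanged genotypes. Where 2 comparisons use the same Col-0 libraries, these simulations share the control values; simulated values were drawn from a normal distribution, as the mean of 2 libraries per genotype. The share of genes changed in the same direction was simulated in the same way for *nf-yc triple* and *hy5* against Col-0. Shares between comparisons with no library in common have exact 95% intervals (Clopper-Pearson). Each of 27 gene lists was tested for direction in 5 comparisons with two-sided Fisher's exact tests of higher against lower members against all other called genes, with Benjamini-Hochberg adjustment over 135 tests, of which 25 were called. Members of lists among the genes shared by 2 mutants are given as counts. Fisher's exact tests of these, run with those of the regulatory groups (270 in all, 29 called), are not reported, since the S2 and S3 Tables, which give the terms enriched in these gene sets and groups with their genes, had been read when the lists were written. Members in a regulatory group are reported from 88 two-sided Fisher's exact tests against the other groups of the same direction. Changes by *nf-yc* loss in the 2 backgrounds were compared over list members with exact sign tests, adjusted over 27 tests; members move together and are not independent. The 4 lists that passed were drawn up after reading the S2 and S3 Tables, and 0 of 27 exact tests passed without the members named there (smallest adjusted p = 0.572; aliphatic glucosinolate genes alone had an unadjusted p under 0.05, at 0.0225), so no difference of a list between backgrounds is reported from them. With those members left out, 1 flavonoid, 3 hypoxia and 4 touch genes had values in both backgrounds, too few for a sign test to pass. Phrases in the gene descriptions of the deposited tables were tested against other called genes, since genes that were not called have no description there; 7493 of 7948 genes have one. Promoters of 500 bp upstream of the annotated gene start were taken from the TAIR10.1 assembly, a different release from the authors' gene models, for 7846 of 7948 genes, and no coordinate is printed. Gene names are those the reference pairs with the identifier, for 547 of 567 list entries; others are given by identifier. Of the 7948 genes, 7905 were found in that annotation.

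The rule for named genes, written before the data were examined, took the 4 mutated genes and the genes of the lists that the paper names, the 8 highest and 8 lowest log2 fold changes per comparison with Col-0, up to 4 called members per list with the smallest adjusted p, and the 5 largest changes in Group I of lower and Group IV of higher genes. The first lines of the S1 Table and the S2 and S3 Tables had been read by then. *TT19*, *5MAT*, *PAP1*, *BHLH101*, *EXPA11*, *EXLA1*, *XTH18*, *XTH30*, *CASP4*, *THAS1* and *FIT* fall outside this rule and were named after their values were seen. *IRT1*, *HRA1* and *LBD41* meet it in *nf-yc triple hy5* against *nf-yc triple*, and their values in other comparisons were added after being seen. The gene lists were fixed before the data were examined; the tests of lists within groups, the simulated same-direction share, the same-direction shares of HY5 loss against *nf-yc* loss, the count of Group IV genes called in the opposite direction, the tests of root hair markers and of lists between backgrounds, the list of root markers outside hair cells, the tests of genes absent from the *nf-yc triple hy5* tables and the test of G-box promoters without *hy5* genes were chosen after.

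Alternatives were no fold threshold, 2-fold, an adjusted p under 0.01, a log2 CPM of 1 or more, another background for overlaps and phrases, no fold threshold against the parental lines only, other gene sets for the sum of the parental lines, lists without genes named in the study, promoters of 1000 and 250 bp and, added after seeing the data, the signed fold change column. Leaving out a replicate and a replicate block need values per library and were not run. Gene ontology analysis was not repeated. The calling steps were tested on simulated data for *nf-yc triple* against Col-0 with 19000 genes, of which 200 were changed 2-fold: 99.5% were recovered, 0.5% of calls were wrong, and 3.75% of 400 random lists were called. Computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.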

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

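Of the tests below, the comparison of *nf-yc* loss with and without HY5 and the form of the list direction tests were set before the data were examined, but the iron, glucosinolate and sulphur lists were drawn up after reading the S2 and S3 Tables; the tests on the shared genes themselves and of HY5 loss against *nf-yc* loss, both tests of root hair markers, every comparison of backgrounds and every test of the 17 absent genes were chosen after the result was seen.

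Genes changed alike in *nf-yc triple* and *hy5* share the Col-0 libraries of both comparisons. Between the comparisons of *nf-yc* loss that share no library, 92.6% of 148 genes called in both changed in the same direction (exact 95% interval 87.1 to 96.2), and of the 531 genes changed alike, 94.5% of the 200 also called in *nf-yc triple hy5* against *nf-yc triple* and 87.3% of the 63 also called against *hy5* kept their direction (exact 95% intervals 90.4 to 97.2 and 76.5 to 94.4). By design these shares ask whether the effect of 1 mutation recurs, not whether the 2 effects are alike, so the bound set for the first before the data were examined was wrong. With loss of HY5 set against loss of the NF-YCs and no Col-0 library in common, 61.0% of 172 genes changed alike in *hy5* against Col-0 and *nf-yc triple hy5* against *hy5* (exact 95% interval 53.3 to 68.4; 66.8%, 62.8 to 70.6, with no fold threshold and 56.5%, 41.1 to 71.1, at 2-fold), and 41.8% of 459 in *nf-yc triple* against Col-0 and *nf-yc triple hy5* against *nf-yc triple* (37.3 to 46.5; 54.2%, 51.5 to 56.8, with no fold threshold and 33.1%, 25.4 to 41.5, at 2-fold). A parental line on opposite sides can only lower these shares, so a share below 50% was taken to decide nothing. That rule was set after both shares were seen, and an earlier rule, which needed both pairs above 50%, decided nothing. Under the later rule, the first pair argues against the common libraries as the whole source at 1.5-fold (direction odds ratio 2.58) and with no fold threshold (4.31). It does not at 2-fold (0.920), where the interval includes 50%, and genes are taken as independent throughout. For the second pair the direction odds ratio was 0.511 at 1.5-fold, 0.244 at 2-fold and 1.37 with no fold threshold. How much of the overlap the common libraries add stays open, and a joint action of the NF-YCs and HY5 is a hypothesis.

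Of 16 root hair markers, 13 were higher by loss of the *NF-YC* genes only in the Col-0 background and 0 only in the *hy5* background (exact McNemar test, unadjusted p = 2.44e-04). Over all genes, 27 of 645 higher in *nf-yc triple* (4.19%) were also among the 109 higher in *nf-yc triple hy5* against *hy5*. The McNemar test takes no account of this shorter list and treats markers as independent. It therefore shows no background difference particular to root hair markers. Over the 6 markers with a value in both, all smaller in the *hy5* background, a sign test did not pass (exact test, adjusted p = 0.169 over 27 tests). In *nf-yc triple*, 14 were higher and 0 lower (Fisher's exact test of direction, adjusted p = 0.0043; 14 higher when adjusted over the list alone), with *PRP3* (AT3G62680) at 1.24 and *RHS19* (AT5G67400) at 1.32 in the authors' deposited table, and at 2-fold the direction was not called (exact test, adjusted p = 0.0555). Of the 12 root markers outside hair cells that are in any table, from a list of 20, 33.3% were higher in *nf-yc triple* (exact 95% interval 9.92 to 65.1), between *CASP4* at 1.56 and *THAS1* at -1.33 in the authors' deposited table, and of all 20, the share looked at first, 20% were (5.73 to 43.7); the 12 were taken after both were seen, since a marker in no table has no value to exclude anything, and with them a larger share of root tissue cannot be told apart from a change in root hairs. In *nf-yc triple hy5* against *nf-yc triple*, 11 root hair markers were lower and 0 higher (Fisher's exact test of direction, adjusted p = 0.0023; 13 lower when adjusted over the list alone), but this comparison holds the same *nf-yc triple* libraries. In *hy5* against Col-0, 1 was higher and 1 lower. With 1 marker (*XTH26*) higher in *nf-yc triple hy5* against *hy5*, an effect of the *nf-yc* mutations that needs HY5 and 2 *nf-yc triple* libraries that stand apart from the rest cannot be told apart, since no second set of these libraries was measured.

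Of 144 genes past 4-fold in *hy5*, 17 (11.8%) are in neither table of *nf-yc triple hy5* against Col-0 or against *hy5*, and absence from both comparisons with the third genotype held for 4 of 45 genes past 4-fold in *nf-yc triple*, 7 of 105 in *nf-yc triple hy5* against *nf-yc triple*, 0 of 8 against *hy5*, and 1 (with *hy5*) and 5 (with *nf-yc triple*) of 197 in *nf-yc triple hy5* against Col-0, with shares between 8.45% and 18.8% at 2-fold. They are 5 of the 15 flavonoid genes past 4-fold, *DFR*, *LDOX*, *5MAT*, *TT19* and *PAP1* (AT1G56650), with *ELIP1*, *ELIP2* (AT4G14690) and *BHLH101* (AT5G04150) among the others, and 0 of the 17 are in the table against *nf-yc triple*. Their median log2 CPM of 2.88 lies between the 5th and 25th percentile of the genes listed for *nf-yc triple hy5* (1.65 and 3.40) and decided nothing about a filter on low expression, which cannot be told apart by that test. In a second test, added for that reason, 16 of the 17 lie above the lowest log2 CPM listed (0.53) even with *nf-yc triple hy5* set to 0 reads, which argues against a filter on the mean of the genotypes compared. That test cannot address a filter that requires reads in each genotype or in a number of libraries. All 17 were lower in *hy5*, and 14 were called lower in *nf-yc triple*, so low expression in *nf-yc triple hy5* stays possible. Differing *nf-yc triple hy5* replicates cannot be told apart from other reasons without values per library.

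The list directions below are not reported in the text of the paper's results, although the S3 Table has a term on iron ion transport and the introduction names antenna genes. Leaving out members named in the study removes every gene changed alike in *nf-yc triple* and *hy5*, so a direction lost that way decides nothing. Iron deficiency-induced genes were 15 lower and 1 higher of 27 in *nf-yc triple* (Fisher's exact test of direction, adjusted p = 4.97e-04; 17 lower and 1 higher when adjusted over the list alone; adjusted p = 0.580 without the members named in the study). Aliphatic glucosinolate genes were 13 lower and 1 higher of 23 in *nf-yc triple hy5* (exact test, adjusted p = 0.0053; 18 lower and 1 higher when adjusted over the list alone; adjusted p = 0.0555 at 2-fold and 0.253 without the members named in the study). Sulphur starvation-induced genes were 8 higher and 0 lower of 14 in *nf-yc triple hy5* (exact test, adjusted p = 0.044; 9 higher when adjusted over the list alone; adjusted p = 0.223 at 2-fold and 1 without the members named in the study). Light-harvesting antenna genes were 18 lower and 0 higher of 20 in *nf-yc triple hy5* (exact test, adjusted p = 7.23e-05; 20 lower when adjusted over the list alone).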

How the results depend on the processing

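All alternatives but the signed fold change column were set before the data were examined. No paired analysis was possible because the tables hold comparisons and no column per library; leaving out a replicate was not run for the same reason, and depth per library is unknown. Of 389 values under alternatives, 292 stayed the same, 97 changed and 0 reversed. A count stayed the same within 1.5 times its main value, a share within its main interval, and a test on the same side of its threshold. Only a test called in both settings with opposite directions counted as reversed, so counts and shares could not reverse. For the values below the cause was not tested, beyond the thresholds admitting more or fewer genes.

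With no fold threshold, higher and lower genes numbered 1387 and 1526 in *nf-yc triple*, 2583 and 2305 in *hy5*, 2579 and 2601 in *nf-yc triple hy5*, 2277 and 2034 in *nf-yc triple hy5* against *nf-yc triple*, and 338 and 582 against *hy5*. Genes higher in both *nf-yc triple* and *hy5* numbered 731, and 809 were lower in both (53.0% of those lower in *nf-yc triple*). The 4 groups held 692 higher genes (58, 277, 15 and 342 in Groups I to IV) and 758 lower genes (185, 242, 23 and 308). The share of higher genes smaller than the sum of the parental lines was 97.1%, 6 phrases were enriched in shared genes and 1 in a group.

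At 2-fold, higher and lower genes numbered 271 and 178 in *nf-yc triple*, 635 and 346 in *hy5*, 684 and 535 in *nf-yc triple hy5*, 454 and 350 in *nf-yc triple hy5* against *nf-yc triple*, and 30 and 87 against *hy5*. Genes higher in both numbered 119 (43.9% of those higher in *nf-yc triple*), and 68 were lower in both. The groups held 109 higher genes (1, 20, 0 and 88) and 53 lower genes (10, 15, 1 and 27). The share of lower genes smaller than the sum was 90.6%, and 14 list directions were called in place of 25. G-box promoters in *nf-yc triple* were no longer called, at an odds ratio of 1.57.

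At an adjusted p under 0.01, 65 genes were higher in *nf-yc triple hy5* against *hy5*, and 25 of 25 list directions were still called. With no fold threshold against the parental lines only, Group I of higher genes held 23 and Group III 5. Over genes called in *nf-yc triple hy5* and at least 1 parental line, and listed for both parental lines, 92.0% of higher and 75.1% of lower genes were smaller than the sum. Without genes named in the study, 7 list directions were called, those of light signalling and light-harvesting genes in *nf-yc triple hy5* against Col-0 and against *nf-yc triple*, light-harvesting genes in *hy5*, and root hair markers in *nf-yc triple* and in *nf-yc triple hy5* against *nf-yc triple*. This setting takes every gene changed alike in *nf-yc triple* and *hy5* from the lists, so the directions lost under it decide nothing. With all called genes as background 2 phrases were enriched in shared genes.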

Differences from the paper's values

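The count of Group IV genes called in the opposite direction was chosen after the result was seen. At the paper's thresholds, each count and share of the paper that was compared lies within 1.5 times the value computed here. The paper's count of genes lower in *nf-yc triple* is 493, and the value computed here is 496, or 493 without the 3 mutated *NF-YC* genes.

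The paper states that *HY5* and *NF-YC* transcripts differ from wild type in lines mutated in those genes and in no others (S2 Fig). *HY5* is in none of the authors' 5 deposited tables. *NF-YC3*, *NF-YC4* and *NF-YC9* were lower in *nf-yc triple*, at -4.08, -0.97 and -2.29 in the authors' deposited table, and none of them is in the table for *hy5*. The paper also calls the *NF-YC3* and *NF-YC4* alleles strong knockdowns and says that the *NF-YC9* allele keeps part of its expression. In the deposited values *NF-YC4* fell less than *NF-YC9*, and the reason was not tested. In *nf-yc triple hy5* against *nf-yc triple*, *NF-YC9* is listed at 0.48 in the authors' deposited table, which is under 1.5-fold.

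The paper describes Group IV as genes that did not change between *nf-yc triple hy5* and either parental line. Of the 201 higher genes of Group IV, all of which are on the supplement's list, 9 were lower in *nf-yc triple hy5* than in a parental line, and of the 81 lower genes 1 was higher.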

Other observations

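The promoter tests of CCAAT and of the G-box in *hy5* were set before the data were examined; the test of G-box promoters without *hy5* genes was chosen after the result was seen.

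Several further lists went in both directions or had no called direction. Of 19 circadian clock genes, 6 were higher and 6 lower in *hy5* (Fisher's exact test of direction, adjusted p = 0.895; 8 higher and 7 lower when adjusted over the list alone). Of 18 chlorophyll synthesis genes, 7 were lower and 1 was higher in *nf-yc triple hy5* (exact test, adjusted p = 0.135; 12 lower and 1 higher when adjusted over the list alone), with *GUN4* (AT3G59400) at -1.60 in the authors' deposited table. Of 31 auxin genes, 6 were lower and 1 was higher in *hy5* (exact test, adjusted p = 0.104; 8 lower and 3 higher when adjusted over the list alone), and of 26 gibberellin and brassinosteroid genes 3 were lower and 2 higher (exact test, adjusted p = 0.754; 4 lower and 3 higher when adjusted over the list alone), with *GA3OX2* (AT1G80340) at -3.15 in the authors' deposited table. Of 14 cell cycle genes, 0 were past the threshold in any comparison of the authors' edgeR calls, and when adjusted over the list alone 1 was lower in *hy5*, 1 was lower in *nf-yc triple hy5*, 2 were higher and 1 lower in *nf-yc triple hy5* against *nf-yc triple*, and 0 passed in the other comparisons.

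The phosphate and nitrate lists had no called direction. Of 16 phosphate starvation-induced genes, 5 were higher and 1 lower in *nf-yc triple hy5* (exact test, adjusted p = 0.523; 8 higher and 2 lower when adjusted over the list alone), and of 10 nitrate genes 2 were higher and 0 lower in *nf-yc triple* (exact test, adjusted p = 0.837; 2 higher when adjusted over the list alone). *CYP82C4*, lower in *nf-yc triple*, was at 0.97 in *hy5* and at 4.36 in *nf-yc triple hy5* against *nf-yc triple* in the authors' deposited tables. Of 20 abscisic acid genes, 3 were higher and 0 lower in *nf-yc triple* (exact test, adjusted p = 0.590; 5 higher and 1 lower when adjusted over the list alone), and of 11 seed storage genes 1 was lower in *nf-yc triple hy5* (exact test, adjusted p = 0.817; 1 lower when adjusted over the list alone). Of 10 flowering genes, *FLC* (AT5G10140) was at -0.96 in *nf-yc triple* and 0.92 in *hy5* in the authors' deposited tables, with 1 lower and 0 higher in *nf-yc triple* (exact test, adjusted p = 0.772; 1 lower when adjusted over the list alone).

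A first hypothesis was that genes lower in *nf-yc triple* carry CCAAT, the sequence NF-Y complexes bind, in their promoters more often than higher genes. It was found in 67.1% of lower and 69.6% of higher genes (odds ratio 0.890, 95% interval 0.686 to 1.16, two-sided Fisher's exact test, adjusted p = 0.408 over 10 tests), a negative result whose interval excludes 1.5 at 500 bp. The interval also excludes 1.5 at 250 bp (0.783 to 1.28) but not at 1000 bp (0.700 to 1.62). In *nf-yc triple hy5* against Col-0 the odds ratio at 500 bp was 1.21 (1.03 to 1.43, adjusted p = 0.0504 from the same exact test). An excess over unchanged genes was not tested. A second hypothesis was that genes lower in *hy5* carry the G-box CACGTG more often, and it was found in 15.4% of lower and 10.0% of higher genes (odds ratio 1.63, adjusted p = 7.67e-04 from the same exact test). In *nf-yc triple* the G-box was also more frequent in lower genes (15.4% and 8.78%, odds ratio 1.90, adjusted p = 0.0024 from the same exact test), which was no longer called at 2-fold (odds ratio 1.57). Without genes called in *hy5*, the odds ratio in *nf-yc triple* was 1.18 (95% interval 0.619 to 2.26, exact test p = 0.646), so whether the G-box excess comes only from genes that also changed in *hy5* cannot be told apart from a smaller excess of its own.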
